# Exploring the Integrated Role of miRNAs and lncRNAs in Regulating the Transcriptional Response to Amino Acids and Insulin-like Growth Factor 1 in Gilthead Sea Bream (*Sparus aurata*) Myoblasts

**DOI:** 10.3390/ijms25073894

**Published:** 2024-03-31

**Authors:** Isabel García-Pérez, Bruno Oliveira Silva Duran, Maeli Dal-Pai-Silva, Daniel Garcia de la serrana

**Keywords:** microRNAome, transcriptome, omics, RNA interactions, bioinformatics, fish, muscle growth, amino acids, Igf-1

## Abstract

In this study, gilthead sea bream (*Sparus aurata*) fast muscle myoblasts were stimulated with two pro-growth treatments, amino acids (AA) and insulin-like growth factor 1 (Igf-1), to analyze the transcriptional response of mRNAs, microRNAs (miRNAs) and long non-coding RNAs (lncRNAs) and to explore their possible regulatory network using bioinformatic approaches. AA had a higher impact on transcription (1795 mRNAs changed) compared to Igf-1 (385 mRNAs changed). Both treatments stimulated the transcription of mRNAs related to muscle differentiation (GO:0042692) and sarcomere (GO:0030017), while AA strongly stimulated DNA replication and cell division (GO:0007049). Both pro-growth treatments altered the transcription of over 100 miRNAs, including muscle-specific miRNAs (myomiRs), such as *miR-133a/b*, *miR-206*, *miR-499*, *miR-1*, and *miR-27a*. Among 111 detected lncRNAs (>1 FPKM), only 30 were significantly changed by AA and 11 by Igf-1. Eight lncRNAs exhibited strong negative correlations with several mRNAs, suggesting a possible regulation, while 30 lncRNAs showed strong correlations and interactions with several miRNAs, suggesting a role as sponges. This work is the first step in the identification of the ncRNAs network controlling muscle development and growth in gilthead sea bream, pointing out potential regulatory mechanisms in response to pro-growth signals.

## 1. Introduction

The skeletal muscle of teleost fish is a very plastic tissue that integrates external and internal inputs to adapt to a changing environment. Most teleost can form new muscle fibers (hyperplasia) long after the end of metamorphosis well into adulthood (until about 44% of the maximal length of the species), overlapping with the growth of pre-existent fibers (hypertrophy) [1,2,3]. Muscle growth includes the activation of the satellite cells, their proliferation, fusion, differentiation, and maturation in a process known as myogenesis. The molecular regulation of myogenesis involves the coordinated work of transcription factors, growth factors, activation of different pathways, and fusion proteins [2,4,5,6,7,8].

Furthermore, muscle growth and development also depend on the balance between protein synthesis and degradation, which are controlled by various cellular signaling pathways, including the nutrient-sensitive mechanistic target of rapamycin (mTOR) network. mTOR is a protein kinase that acts as a central regulator of cellular metabolism, proliferation, and growth and is activated in response to various signals, including nutrients (e.g., amino acids (AA)) and growth factors (e.g., insulin-like growth factor 1 (Igf-1)). When AA are present in sufficient quantities, they activate mTOR at the lysosome membrane [9,10,11,12], which then stimulates protein synthesis by phosphorylating and activating downstream targets such as P70 ribosomal S6 kinase (P70S6K) and eukaryotic translation initiation factor 4e binding protein 1 (4EBP1). Studies with fish muscle showed that AA reduce transcription of muscle-specific ubiquitin ligases [13] and autophagy-related genes [14], leading to reduced protein breakdown [15,16]. Likewise, Igf-1 also activates mTOR throughout the induction of phosphatidylinositol 3-kinase (PI3K)/protein kinase B (AKT) pathway. It has been shown in different fish species and experimental setups that Igfs increase muscle growth by promoting myoblast proliferation and differentiation [17,18,19,20]. Thus, given the importance of the Igf system and AA in promoting protein synthesis and in the myogenesis process, studying their effects would help to better understand the potential regulation of muscle growth and development in fish, including aquaculture species like the gilthead sea bream (*Sparus aurata*).

In the last decades, research in mammalian models has demonstrated that the non-coding RNAs (ncRNAs) also play a key role in regulating myogenesis [21,22,23], but little is known about their role in fish muscle development [24,25,26,27]. The ncRNAs are a group of RNAs that, generally, do not codify for proteins but perform various regulatory functions in cellular processes. The ncRNAs include ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNA), microRNAs (miRNAs), small interfering RNA (siRNAs), piwi-interacting RNAs (piRNAs), circular RNAs (circRNAs) and long non-coding RNAs (lncRNAs). The miRNAs regulate gene expression by recognition of the complementary sequence present in the target mRNAs. When an mRNA is recognized by a specific miRNA, its degeneration, deadenylation, or impaired translation into a protein can be triggered, usually leading to a negative correlation between the expression of miRNAs and their target mRNAs [28,29,30]. Therefore, the miRNAs expand the complexity of transcriptomic regulation and are key players in the control of cellular functions [31]. Many miRNAs are ubiquitously expressed in most cell types and tissues, but some are tissue-specific like the myomiRs, muscle enriched, or striated muscle-specific miRNAs. MyomiRs are involved in myoblast proliferation, differentiation, or muscle regeneration, and each one is expressed differently throughout the myogenesis process [22,32,33]. It has been shown in C2C12 myoblasts that *miR-1* and *miR-206* promote myogenic differentiation by repressing the expression of Pax7 and histone deacetylase 4 (HDAC4) [34,35,36,37]; and also that *miR-206* is involved in muscle regeneration and it is markedly upregulated in satellite cells following muscle injury [38,39]. On the other hand, *miR-133a* is known to have an important role in muscle cell proliferation, repressing serum response factor (SRF) [40]. However, *miR-133b* also participates in the promotion of myoblast differentiation and fusion [41,42]. In the case of *miR-499* and *miR-208b*, they are involved in the specification and maintenance of slow-twitch phenotype [43,44,45]. The roles of these miRNAs were also investigated in fish skeletal muscle, with *miR-1/206* and *miR-133* families regulating myogenesis and development [46,47,48], sarcomeric organization [49], and protein balance [50,51,52]; and *miR-499* inducing the establishment and maintenance of slow-twitch muscle fibers [48,53,54].

On the other hand, lncRNAs can increase or decrease the transcription and function of genes through different strategies, such as direct interaction with the DNA, RNA, or even proteins. Some lncRNAs can interact with the DNA and change the chromatin structure, modulating the access of transcription factors to the gene promotors or allowing the physical proximity to enhancers [55,56,57]. In addition, the lncRNAs can also interact directly with mRNAs, showing opposite functions that could induce mRNA degradation or prevent it by acting as sponges of miRNAs [26,58], or even regulate the gene function by direct interaction with proteins [59]. The number of lncRNAs characterized in human skeletal muscle has increased in recent years and now includes lncRNAs such as *Neat1* [60], *MUNC* [61,62], *linc-RAM* [63], *Irm* [64], or *H19* [65]. Recent research in fish has indicated that lncRNAs participate in many biological processes, including lipid metabolism [66], intestinal homeostasis [67], immune response [68], sex differentiation [69], and the smoltification process [70]. However, our knowledge of lncRNAs in fish skeletal muscle is very limited [24,26,27,71]. One of the major problems is the apparent low conservation of lncRNAs [72], which makes it very difficult to identify relevant lncRNAs in species other than humans, having to start from scratch the work in different species.

To our knowledge, the role of miRNAs and lncRNAs in regulating the transcriptional response of fish skeletal muscle to pro-growth signals such as AA and Igf-1 has not yet been investigated in fish. Hence, this work uses an RNA-Seq approach to address the present lack of knowledge by generating a transcriptome and microRNAome from gilthead sea bream myoblasts stimulated with AA or Igf-1, and study the interactions between mRNAs, miRNAs, and lncRNAs to better understand the role of ncRNAs in the myoblast’s transcriptional response to pro-growth signals.

## 2. Results

### 2.1. Identification of miRNAs and lncRNAs in Gilthead Sea Bream Myoblasts

Myoblasts from gilthead sea bream fast skeletal muscle were extracted and seeded on 6-well culture plates at a density of 1.5 × 10^6^ cells/well and let to develop for 8 days (Figure 1). At day 8, myoblasts were still proliferating, but a significant proportion of them started to fuse and form myotubes, allowing us to investigate miRNAs and lncRNAs present during proliferation and differentiation in response to pro-growth signals. 

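RNA of cultured myoblasts was sequenced in 9 libraries, 3 each for cells kept without amino acids (CTR), cells given amino acids (AA) and cells given insulin-like growth factor 1 (Igf-1). The paper bases its work on 3 independent cultures of cells and does not say which library came from which of them. At day 8 of culture all cells had first spent 12 h in a medium without amino acids. For the next 24 h, the CTR cells stayed in that medium, a balanced salt solution with glucose and vitamins. The AA cells received DMEM, a complete culture medium that holds amino acids, and the Igf-1 cells received the medium without amino acids with sea bream Igf-1 at 100 ng/mL and bovine serum albumin as its carrier. The authors mapped the paired-end reads to the Ensembl genome of the species with HISAT2 and estimated expression per gene with StringTie. Their deposited table gives an estimated count per gene for 27159 genes, of which 17082 carry a gene symbol and 1489 are listed as lncRNAs. The counts of a library summed to 51598127 to 61499074 in CTR (median 53780762, n = 3), 48725967 to 67149607 in AA (median 63944580) and 65652929 to 67887824 in Igf-1 (median 67879371). The paper gives a depth of 40 to 50 M reads per library. The authors label these counts as normalized, but they are not scaled to library size. Their values peak at 4, 8 and 12, from which they were taken here as estimates from coverage with about 4 counts per sequenced pair; this is inferred and not stated by the authors, and the totals are not taken as numbers of reads. For the comparisons below, the counts were rounded, the 17687 genes with enough counts were normalized with TMM, and the 3 groups were compared in 1 fit with edgeR's quasi-likelihood test, which took the 9 libraries as independent. A gene counted as changed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds of the paper's Methods.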

We detected 403 miRNAs expressed in the gilthead sea bream myoblasts, with 8.58% showing a high expression (over 10,000 normalized reads), 20% showing low expression (under 10 normalized reads), and 70% showing intermediate expression (between 10 and 10,000 normalized reads) (Figure 2A). 

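Of the 1489 lncRNAs listed in the deposited table of FPKM, 614 were at 0 in all 9 libraries and 274 were above 0 in every one of them. Averaged over the 9 libraries, 865 lncRNAs exceeded 0.001 FPKM, and 544 of these lay between 0.001 and 0.1 FPKM, 210 between 0.1 and 1 FPKM and 86 between 1 and 10 FPKM. The median of the 865 was 0.0369 FPKM. ENSSAUG00010015789 was one of the more abundant, at 83.8 ± 23.6 FPKM (SD, n = 9 libraries), and ENSSAUG00010026349, ENSSAUG00010001802 and ENSSAUG00010012549 averaged 15.8 ± 6.20, 15.8 ± 5.07 and 13.4 ± 6.15 FPKM. In single groups the number of lncRNAs over 0.001 FPKM was 650 in CTR, 697 in AA and 714 in Igf-1 (n = 3 libraries each). The authors wrote 0.0001 FPKM in place of 0, and this value was read as 0. Means at the low end rest on few sequenced pairs.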

We also identified more than 870 lncRNAs (over 0.001 FPKM), but only 111 had over 1 FPKM average expression, while 25 had over 10 FPKM (Figure 2B). It is interesting to notice that in both lncRNAs and miRNAs the transcriptomic landscape is dominated by a few of them (Figure 2). For instance, four miRNAs (*miR-21*, *miR-146*, *miR-22*, and *miR-206*) were found to have over 500,000 normalized reads (Figure 2A; Supplementary File S1). 

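The 5 most abundant lncRNAs together held 61.4% of the summed lncRNA FPKM, as a mean over the 9 libraries, with a range of 50.9% to 71.5% between libraries. The 25 lncRNAs over 10 FPKM held 82.8%. After the most abundant one, the shares of single lncRNAs were small: ENSSAUG00010022378 held 4.15% (3.40% to 5.20% between libraries) and ENSSAUG00010009596 held 0.615% (0.468% to 0.774%). The shares are of FPKM, which the authors had scaled by transcript length and library size, and a share of one lncRNA moves with the level of all the others. The deposited files used here are those of the mRNA and lncRNA libraries, so no such share is given for miRNAs.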

Other miRNAs known to be important in mammalian skeletal muscle (*miR-26a*, *miR-27*, *miR-133a/b*, *miR-221/222*, *miR-1*, or *miR-499*) were also relatively abundant but not at the same level (Figure 2A; Supplementary File S1). In the case of lncRNAs, one of them, *ENSSAUG00010015132*, showed ten times more expression (>900 average FPKM) than the second more expressed lncRNA (*ENSSAUG00010022378*; >80 average FPKM), which rapidly decreased to very low levels of expression for the others lncRNAs (Figure 2B; Supplementary File S1). 

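ENSSAUG00010015132 measured 1013 ± 194 FPKM in CTR (SD, n = 3), 921 ± 219 FPKM in AA and 1023 ± 52.9 FPKM in Igf-1. It held 46.3% of the summed lncRNA FPKM, as a mean over the 9 libraries (37.2% to 57.3%). ENSSAUG00010022378 measured 85.3 ± 9.92 FPKM in CTR, 91.4 ± 15.5 FPKM in AA and 86.8 ± 9.17 FPKM in Igf-1 (SD, n = 3 each). Over all 9 libraries the first averaged 985 ± 156 FPKM and the second 87.8 ± 10.7 FPKM, a ratio of 11.2. Neither passed edgeR's test in a comparison with CTR. The log2 fold change of ENSSAUG00010015132 was −0.26 with AA (standard error 0.31, adjusted p = 0.67) and −0.07 with Igf-1 (standard error 0.31, adjusted p = 0.98), and that of ENSSAUG00010022378 was −0.01 with AA (standard error 0.26, adjusted p = 0.99).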

The majority of lncRNAs were predicted to be either located in the cytoplasm (70%) or nucleus (28%) (Supplementary File S1). A BLAST search of the lncRNAs > 1 FPKM from gilthead sea bream against the human and mouse genome did not show any significant ortholog.

### 2.2. Transcriptomic Changes of mRNAs in Response to AA and Igf-1

To determine the effects of the treatments, a principal components analysis (PCA) was performed. 

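Over the 17687 tested genes, the first principal component held 30.6% of the variance and the second 23.9%. On the first, the AA libraries scored 36.5 to 78.1, the Igf-1 libraries −21.3 to 5.30 and the CTR libraries −97.2 to −23.0, so that the scores of CTR and of AA did not overlap. The lowest Igf-1 score lay next to the highest CTR score. CTR replicate 3 and AA replicate 2 had the lowest scores on the second component, −59.2 and −88.3. In these 2 libraries, genes of protein synthesis and energy supply stood above the mean of their own group. The median deviation of the genes of cytosolic ribosomal proteins was 0.57 on the log2 scale in CTR replicate 3 and 0.36 in AA replicate 2, and that of oxidative phosphorylation 0.51 and 0.40. In AA replicate 1 these medians were 0.23 and 0.13, and in AA replicate 3 they were −0.59 and −0.54. Deviations within a group balance around its mean, so those of AA replicate 2 depend on the low values of AA replicate 3. The genes of the Igf system, the binding proteins and receptors of Igf-1, lay below the mean in CTR replicate 3 and AA replicate 2, at −0.46 and −0.53.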

The PCA analysis showed that the samples from each condition clustered together in three distinct groups. It is interesting to notice that the Igf-1 cluster was closer to the CTR cluster than the AA cluster, suggesting that the global transcriptomic profile of the myoblasts treated with Igf-1 was more similar to the CTR profile than to that of AA (Figure 3). Also, the replicates of the Igf-1 and CTR groups were closer to each other compared to the AA groups, indicating lower variability in the response to the treatments (Figure 3).

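Distances were taken between group means, as the root mean square difference per gene on the log2 scale. The AA group lay 0.910 from CTR and 0.732 from Igf-1, and the Igf-1 group lay 0.603 from CTR (n = 3 libraries per group). The distance of AA from CTR was 1.51 times that of Igf-1, and 1.36 to 1.61 times when each library was left out in turn. The genes of mitosis and of the sarcomere went in the same order: the median log2 fold change of the 51 genes of mitosis was 2.70 with AA and 0.34 with Igf-1, and that of the 75 sarcomere genes was 1.18 and 0.45. Not all groups of genes did. The median of the regulators of myogenesis and fusion was 0.21 and 0.23, and that of the amino acid transporters −0.27 and −0.32. The distances carry no test, and part of each comes from the spread between replicates, since 3 libraries stand behind each mean.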

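Replicates of the CTR group lay 1.03 apart on average, those of the AA group 0.966 and those of the Igf-1 group 0.772, as root mean square differences per gene on the log2 scale (3 pairs of libraries per group). Without CTR replicate 3, the remaining CTR libraries lay 0.791 apart. Without AA replicate 2, the remaining AA libraries lay 0.832 apart. The gene groups behind this spread included the proteasome, which degrades proteins, and glycolysis. The median of the proteasome genes in CTR replicate 3 was 0.44 above the mean of its group, and in AA replicate 3 it was 0.37 below. For the genes of glycolysis the median was 0.39 above the mean of the group in CTR replicate 3 and 0.26 above in AA replicate 2. The 3 pairs within a group share libraries, so no test of these distances is given.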

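Compared directly with the Igf-1 group, 430 genes were higher and 335 were lower with AA. Among the genes higher with AA were those of cell division. aurkb (ENSSAUG00010026190), a kinase of mitosis, was higher by a log2 fold change of 3.04 (standard error 0.24, adjusted p = 3.5e-04) and ccnb1 (ENSSAUG00010021457), the cyclin of entry into mitosis, by 2.97 (standard error 0.27, adjusted p = 5.8e-04). The calcium-binding protein gene casq2 (ENSSAUG00010015074) of muscle was higher by 2.03 (standard error 0.24, adjusted p = 0.0012). Among the genes lower with AA, slc30a8 (ENSSAUG00010012681), a zinc transporter, had a log2 fold change of −2.78 (standard error 0.27, adjusted p = 5.8e-04) and hps5 (ENSSAUG00010017203), which takes part in the making of lysosome-related organelles, one of −1.49 (standard error 0.16, adjusted p = 7.4e-04). The adjusted p-values are from edgeR's quasi-likelihood test on 3 libraries per group. At the adjusted p alone, with no fold threshold, 1480 genes differed between AA and Igf-1. With the fold threshold, the number was 437 without Igf-1 replicate 3, 489 without Igf-1 replicate 2 and up to 881 without any other single library.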

The transcriptional response of the gilthead sea bream myoblasts to AA was more intense than the response to only Igf-1 (Supplementary File S2). 

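With AA, 855 genes rose and 670 fell relative to CTR. Among the largest rises, hhatla (ENSSAUG00010023547), a gene of striated muscle, went from 32.9 ± 9.07 normalized counts in CTR to 851 ± 85.4 in AA (SD, n = 3 each), a log2 fold change of 4.70 (standard error 0.28, adjusted p = 3.4e-05). synpo2b (ENSSAUG00010015221), of the Z disc, had a log2 fold change of 4.61 (standard error 0.80, adjusted p = 0.0035), and pask (ENSSAUG00010023436), a nutrient-responsive kinase, one of 4.28 (standard error 0.79, adjusted p = 0.0048). A heavy chain of myosin, myh6 (ENSSAUG00010003215), was at 0 in all CTR libraries and at 182 ± 4.85 normalized counts in AA, which is at least 40.2-fold higher. SDS (ENSSAUG00010024300), serine dehydratase, which breaks down serine, was also at 0 in CTR and at least 53.3-fold higher in AA. These bounds set CTR at 12 counts over the group, which stand for 3 sequenced pairs. Among the largest falls, the androgen receptor gene ar (ENSSAUG00010017493) had a log2 fold change of −4.58 (standard error 0.58, adjusted p = 6.5e-04) and slc45a2 (ENSSAUG00010009437), a transporter of pigment cells, one of −4.26 (standard error 0.57, adjusted p = 9.2e-04). igfbp6a (ENSSAUG00010024298), a binding protein of the Igf system, fell by 4.45 on the log2 scale (standard error 0.25, adjusted p = 3.4e-05). The adjusted p-values are from edgeR's quasi-likelihood test. At the adjusted p alone, 1319 genes were higher and 1369 lower.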

In response to AA, we found a total of 1184 upregulated and 611 downregulated mRNAs compared to the CTR myoblasts (Figure 4 and Figure 5). 

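With Igf-1, 25 genes rose and 21 fell relative to CTR. Genes of muscle were among the rises. hhatla went to 197 ± 23.8 normalized counts (SD, n = 3), a log2 fold change of 2.59 (standard error 0.26, adjusted p = 0.0057), and myl1 (ENSSAUG00010015082), a light chain of fast myosin, went from 1365 ± 499.7 to 4364 ± 519, a log2 fold change of 1.68 (standard error 0.26, adjusted p = 0.030). klhl40a (ENSSAUG00010023541), which stabilizes thin filaments, had a log2 fold change of 1.53 (standard error 0.25, adjusted p = 0.038). Among the falls, igfbp6a went from 7706 ± 1765 normalized counts in CTR to 1070 ± 45.8, a log2 fold change of −2.85 (standard error 0.23, adjusted p = 0.0028). The gene of endothelin 1, edn1 (ENSSAUG00010004330), went from 843 ± 124 to 133 ± 16.7, a log2 fold change of −2.66 (standard error 0.34, adjusted p = 0.013). JUND (ENSSAUG00010009792), a transcription factor subunit, had a log2 fold change of −2.38 (standard error 0.30, adjusted p = 0.013) and elovl7a (ENSSAUG00010004977), a fatty acid elongase, one of −2.36 (standard error 0.27, adjusted p = 0.011), all from edgeR's quasi-likelihood test. The number of genes changed by Igf-1 rests on single libraries. It was 1 without CTR replicate 2, and 8, 3 and 7 without Igf-1 replicates 1, 2 and 3. Without AA replicate 1, which enters through the shared estimate of the spread, it was 23. DESeq2 gave 219. A fit that took libraries of the same number as paired, which neither the paper nor the labels state, called 0 genes, so igfbp6a did not pass there either. igfbp6a passed whichever library was left out, while hhatla failed without CTR replicate 2 and myl1, klhl40a, edn1, JUND and elovl7a each failed without that library and without 1 to 5 of the others.

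**Figure D1:**
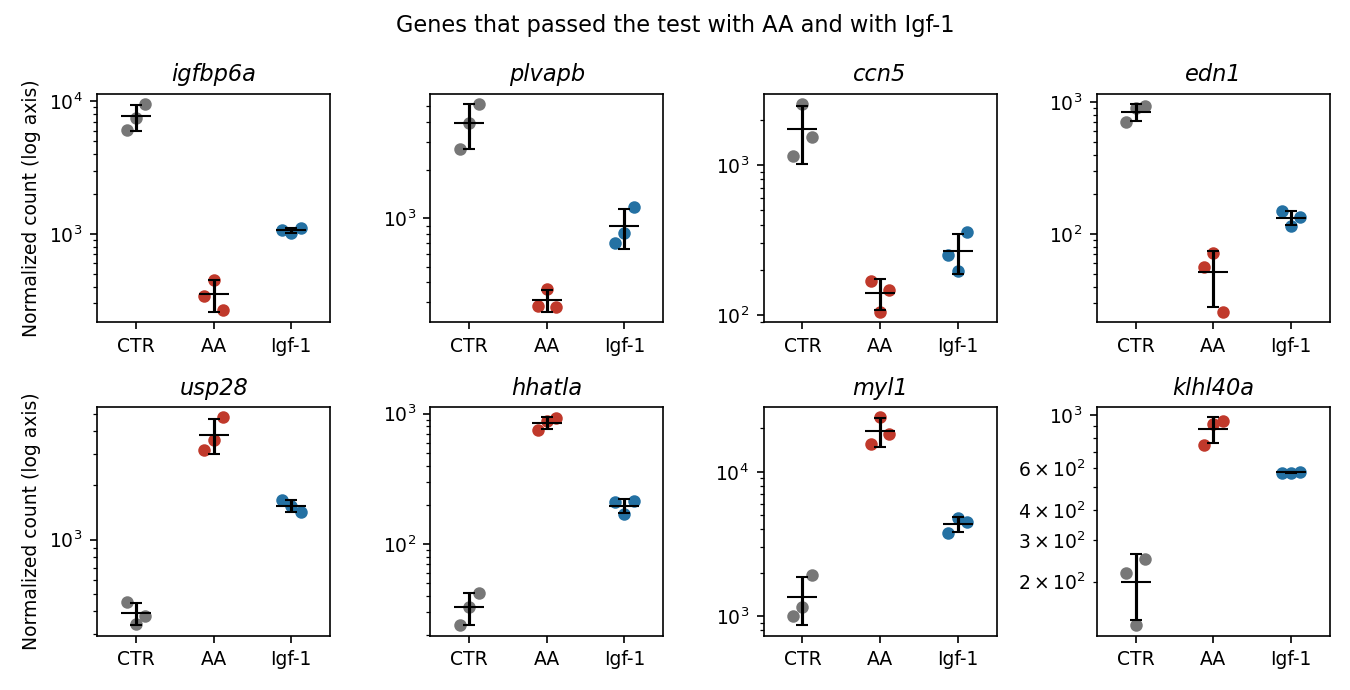
Normalized counts of 8 genes in each library of CTR, AA and Igf-1 (points), with the mean and SD of 3 libraries, on a log axis. igfbp6a, plvapb, ccn5 and edn1 lie below CTR with both treatments, and usp28, hhatla, myl1 and klhl40a lie above, as for hhatla at 32.9 in CTR, 851 in AA and 197 in Igf-1.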

When Igf-1 was added, only 253 genes were upregulated and 132 downregulated compared to CTR myoblasts (Figure 4 and Figure 5). 

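Of the genes that changed with Igf-1, 23 rose and 21 fell with AA as well, and all 46 went in the same direction with AA. The shared rises included asb12b (ENSSAUG00010026363), with a log2 fold change of 2.79 with AA and 1.60 with Igf-1 (standard errors 0.20 and 0.19), the formin gene fhod3a (ENSSAUG00010003927), with 2.55 and 1.58 (standard errors 0.20 and 0.19), and osteoglycin, ogna (ENSSAUG00010022912), with 1.91 and 1.85 (standard errors 0.31 each). The shared falls included GDF10 (ENSSAUG00010025180), a growth factor of the Tgf-beta family, with −2.05 and −1.62 (standard errors 0.23 each), and igfbp6b (ENSSAUG00010010033), with −1.43 and −1.13 (standard errors 0.16 each). Over the 44 shared genes the median size of the log2 fold change was 2.19 with AA and 1.59 with Igf-1, and it was larger with AA in 37 of 44; tested directly, 14 of the 46 genes that changed with Igf-1 passed between AA and Igf-1. Lists of these lengths drawn independently would share 1.21 higher and 0.795 lower genes in the same direction. Both comparisons use the same CTR libraries, and part of the excess over these numbers may come from that. All libraries, CTR included, were therefore simulated 20 times with no change between groups, so that both comparisons shared simulated CTR libraries. At the adjusted p the simulations gave 0 genes with AA, so that no overlap was possible there. Each gene had the same spread in all simulated groups. The simulations thus do not measure how much of the overlap the measured CTR libraries added. Over all genes, which are not independent replicates, the covariance of the 2 sets of log2 fold changes was 0.440 against 0.155 in the simulations, a difference of 0.285. The correlation across genes was 0.603 against 0.506 in the simulations. At an unadjusted p of 0.05 and the same fold, 361 genes passed in both comparisons, against 68 in the simulations. With AA 2110 passed, against 284 in the simulations, so the 68 belongs to a much shorter list. Shared genes at the adjusted p numbered 1 without CTR replicate 2, 22 without AA replicate 1, and 7, 3 and 7 without Igf-1 replicates 1, 2 and 3. They numbered up to 55 without CTR replicate 3, and 0 in the fit that took libraries of the same number as paired.

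**Figure D2:**
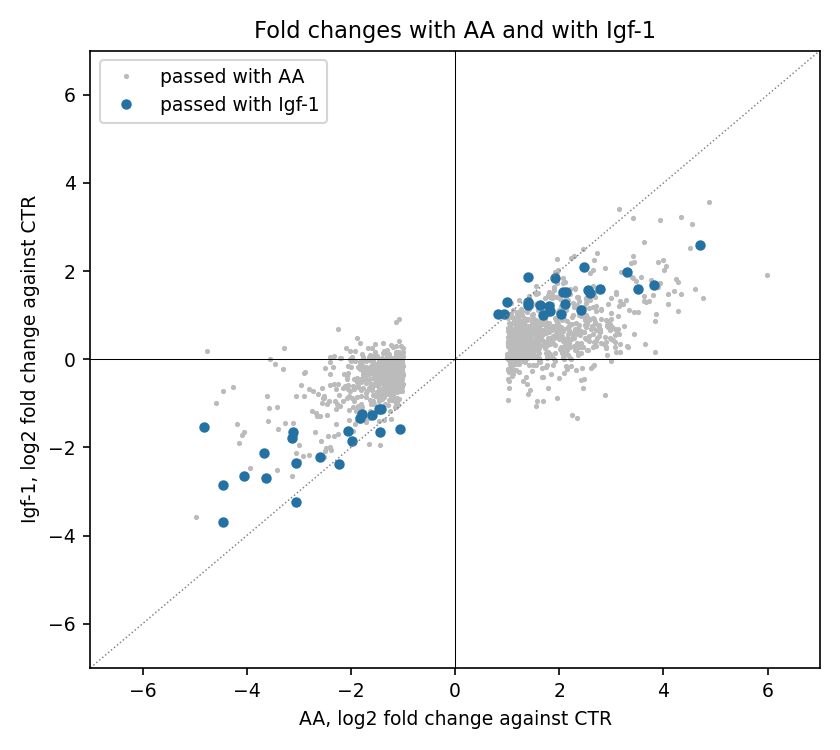
Log2 fold change with Igf-1 against that with AA, one point per gene that passed in either comparison, with those that passed with Igf-1 marked; genes at 0 in a group are not drawn, 1 point lies outside the axes, and the dotted line marks equal changes. All genes drawn that passed with Igf-1 lie on the same side of 0 with AA; 46 passed, and 1 of them is not drawn.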

We also found 182 and 92 genes commonly upregulated and downregulated in response to AA and Igf-1, respectively (Figure 5).

The Gene Ontology analysis of the up and downregulated genes in response to the different treatments showed differences between the processes affected and their intensity. 

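The gene groups were described here with 33 lists of genes in place of the paper's Gene Ontology terms. The lists were written before the data were examined, but after the terms that the paper names, with markers of other cell types added. Those terms came from these same libraries, so a list that follows one of them is no independent support for it. Within a list, a gene counted as higher or lower at an adjusted p of 0.05, with no fold threshold. With AA, 18 lists stood apart from the other genes, 9 higher and 9 lower, and with Igf-1 15 did, 6 higher and 9 lower. Splits of the samples that mix the groups gave up to 20 lists with AA and up to 14 with Igf-1. A pass at the preset correlation described below is thus weak evidence, here and in the passages that follow. The regulators of myogenesis and cell fusion, 29 genes, were among the higher lists in both comparisons: with AA 6 of them rose (6 when adjusted over the list alone), such as mef2cb (ENSSAUG00010024074), with a log2 fold change of 1.18 (standard error 0.20, adjusted p = 0.0032), and jam2b (ENSSAUG00010022342), with 0.94 (standard error 0.18, adjusted p = 0.0059). The median of the list was 0.21 with AA (camera, adjusted p = 0.020; adjusted p = 0.14 with an estimated correlation). The caveolae list, 10 genes of membrane pits, stood higher with AA, with a median of 0.50 (adjusted p = 0.014; adjusted p = 0.14 with an estimated correlation). In it, 4 genes rose and 1 fell (4 and 2 when adjusted over the list alone), led by cavin4a (ENSSAUG00010018434), with a log2 fold change of 1.84 (standard error 0.21, adjusted p = 3.8e-04), and cavin4b (ENSSAUG00010017314), with 1.93 (standard error 0.23, adjusted p = 4.8e-04). The lists were tested with camera and a preset correlation between genes of 0.01. With AA the estimated correlation was −0.020 for the regulators of myogenesis, −0.010 for caveolae and −0.029 for p53 targets. These lie below the preset one, so correlation between genes does not account for the calls that these lists lost. With a correlation estimated from the data and both comparisons adjusted together, 4 of the lists passed with AA and 2 with Igf-1: mitosis, the sarcomere, excitation-contraction coupling and pigment cell genes, and excitation-contraction coupling and the regulators of myogenesis. Adjusted over the lists of each comparison alone, which was chosen after the data were examined, 4 passed with AA and 0 with Igf-1.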

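Genes of cell division and of the contractile apparatus rose with AA. Of 51 genes of mitosis, 47 were higher (49 when adjusted over the list alone), such as top2a (ENSSAUG00010011221), with a log2 fold change of 3.50 (standard error 0.27, adjusted p = 7.4e-05), and ccna2 (ENSSAUG00010014495), with 3.86 (standard error 0.33, adjusted p = 1.1e-04). Of 57 genes of DNA replication, 40 were higher (49 when adjusted over the list alone), with a median log2 fold change of 1.49, such as rpa1 (ENSSAUG00010002185), with 2.69 (standard error 0.24, adjusted p = 1.1e-04), and RRM2 (ENSSAUG00010003210), with 2.94 (standard error 0.24, adjusted p = 9.5e-05). The call of this list was lost with an estimated correlation (adjusted p = 0.067), that of mitosis was not (adjusted p = 0.023). Of 75 sarcomere genes, 45 were higher (51 higher and 2 lower when adjusted over the list alone), such as ldb3b (ENSSAUG00010026873) of the Z disc, with 2.04 (standard error 0.16, adjusted p = 7.0e-05), and of 36 genes of excitation-contraction coupling 21 were higher and 2 lower (23 and 3 over the list alone), such as cacna1sb (ENSSAUG00010018860), a calcium channel, with 1.69 (standard error 0.16, adjusted p = 1.5e-04); both lists kept their call with an estimated correlation (adjusted p = 0.049 for each).
Other groups fell. Of 61 genes of growth factors and cytokines, 17 were lower and 2 higher (19 and 3 when adjusted over the list alone), with a median of −0.44, such as fgf18a (ENSSAUG00010004678), with −2.08 (standard error 0.18, adjusted p = 1.1e-04). Camera gave an adjusted p of 7.6e-04 for this list, and the adjusted p was 0.26 with an estimated correlation. Of 33 amino acid transporters, 6 were lower (8 over the list alone), such as slc38a4 (ENSSAUG00010011653), with −1.90 (standard error 0.22, adjusted p = 4.8e-04), and slc6a14 (ENSSAUG00010005866), with −1.53 (standard error 0.19, adjusted p = 6.7e-04). Their median was −0.27 (camera, adjusted p = 0.021; adjusted p = 0.42 with an estimated correlation). Of 15 sugar transporters, 3 were lower (3 over the list alone), such as slc2a15b (ENSSAUG00010003054), with −3.55 (standard error 0.78, adjusted p = 0.012), and the list did not pass (median −0.58, adjusted p = 0.080). In CTR replicate 3 and AA replicate 2, the median of the DNA replication genes was 0.27 and 0.18 above the mean of the group, and so was that of the sarcomere genes; without both libraries, a choice made after the data were examined, 41 and 48 genes of these lists were higher with AA. The adjusted p of genes is from edgeR's quasi-likelihood test, that of lists from camera.

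**Figure D3:**
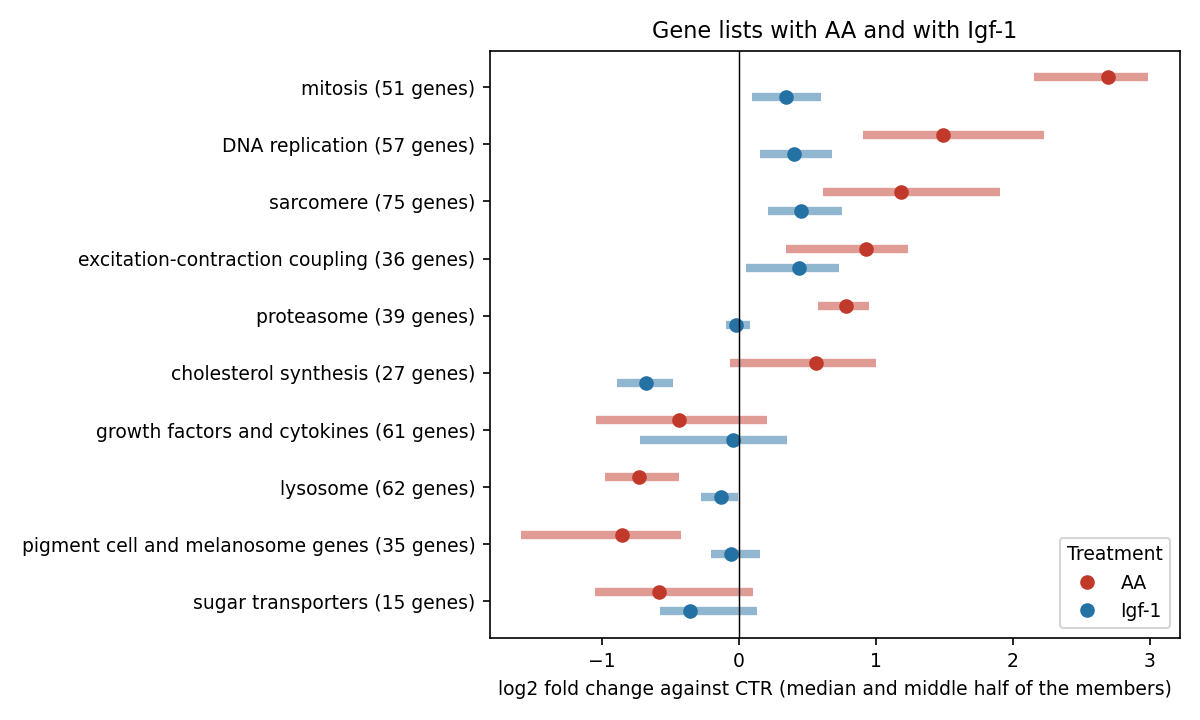
Median log2 fold change of 10 lists of genes with AA and with Igf-1, with lines over the middle of the members. The median of DNA replication is 1.49 with AA.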

Several GO terms related to DNA replication and cell cycle (0007049; 0006260; 0003688), muscle differentiation (0042692; 0003012), and sarcomere and muscle cytoskeleton (0007010; 0045214; 0008092; 0043292; 0030017) were upregulated in response to AA; while GO terms such as transport activity (0034219; 0015293) or growth factor and cytokine activity (0008083; 0005125) were downregulated in this condition (Table 1). 

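Genes of the contractile apparatus were higher with Igf-1 as a group, while few of them passed one by one. Of 75 sarcomere genes, 3 rose (22 when adjusted over the list alone), namely myl1, klhl40a and ldb3b, the last with a log2 fold change of 1.03 (standard error 0.15, adjusted p = 0.027 from edgeR's quasi-likelihood test). Camera gave an adjusted p of 3.4e-17 for the list, and the adjusted p was 0.13 with an estimated correlation. Of 36 genes of excitation-contraction coupling, none passed over all genes tested and 12 were higher when adjusted over the list alone; at an unadjusted p of 0.05, 15 were higher and 1 lower, and DESeq2 called 7 higher. Their median log2 fold change was 0.44 (camera, adjusted p = 1.5e-08; adjusted p = 0.049 with an estimated correlation). Of these, cacna1sb had a log2 fold change of 0.79 (standard error 0.16, adjusted p = 0.072) and jph2 (ENSSAUG00010008678), which joins the membranes at which calcium is released, one of 0.72 (standard error 0.16, adjusted p = 0.10). Of the 29 regulators of myogenesis and fusion, none passed over all genes and 1 was higher over the list alone; 3 were higher at an unadjusted p of 0.05, and 1 by DESeq2. Their median was 0.23 (camera, adjusted p = 3.7e-04; adjusted p = 0.049 with an estimated correlation). Both lists missed the threshold with an estimated correlation when adjusted over the Igf-1 lists alone, chosen after the data were examined (adjusted p = 0.067 each). The calls of myl1, klhl40a and ldb3b were each lost without CTR replicate 1, CTR replicate 2, AA replicate 1 or any of the 3 Igf-1 libraries. Without CTR replicate 3 and AA replicate 2, left out after the data were examined, 13 sarcomere genes were higher and the median of the regulators of myogenesis was 0.35.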

The addition of Igf-1 increased the expression of genes related to muscle development (0042692; 0055001; 0061061) and muscle cytoskeleton (0030016; 0030017; 0015629) (Table 1). 

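Where both treatments moved a list of genes, its members were tested between AA and Igf-1 directly. With AA, 42 of 51 genes of mitosis were higher than with Igf-1 (47 when adjusted over the list alone), with a median difference of 2.17 on the log2 scale, and the list passed camera with an estimated correlation (adjusted p = 0.0081). Of 57 genes of DNA replication, 32 were higher with AA (42 over the list alone), with a median of 1.11 (adjusted p = 5.2e-30; adjusted p = 0.067 with an estimated correlation). Of 75 sarcomere genes, 29 were higher and 1 lower (40 and 1 over the list alone), with a median of 0.68 (adjusted p = 9.4e-22; adjusted p = 0.067 with an estimated correlation). Of 36 genes of excitation-contraction coupling, 9 were higher and 1 lower (12 and 2 over the list alone), with a median of 0.44 (adjusted p = 2.5e-05; adjusted p = 0.074 with an estimated correlation). Of 29 regulators of myogenesis and fusion, 2 were higher and 0 lower (4 and 0 over the list alone), and the list did not pass, with a median of −0.03 (camera, adjusted p = 0.64; adjusted p = 0.89 with an estimated correlation). kif20a (ENSSAUG00010001529), a motor protein of cell division, was higher with AA than with Igf-1 by 2.24 (standard error 0.20, adjusted p = 5.8e-04 from edgeR's quasi-likelihood test), and myl1 by 2.14 (standard error 0.26, adjusted p = 0.0015). Of the 33 lists, 13 differed between AA and Igf-1, 8 higher and 5 lower with AA, and 3 did so with an estimated correlation. The tests of lists between AA and Igf-1 were chosen after the data were examined.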

Some GO terms were shared between AA and Igf-1, but the number of genes involved was significantly different, with many more genes modified by AA (Table 1; Figure 6).

### 2.3. Transcriptomic Analysis of ncRNAs

The total number of ncRNAs affected by the treatments was significantly smaller compared to the mRNAs. A total of 54 miRNAs were significantly upregulated in response to AA, such as *miR-1* (log2FC = 2.62), *miR-133a/b* (log2FC = 2.54), *miR-181b* (log2FC = 1.80), *miR-499* (log2FC = 1.54) or *miR-206* (log2FC = 1.48); and 26 miRNAs were downregulated in response to AA, including *miR-29d* (log2FC = −2.79), *miR-203a/b* (log2FC = −1.38) or *miR-122* (log2FC = −0.77) (Figure 4 and Figure 5; Supplementary File S3). Gene Ontology analysis based on human miRNA–mRNA interactions showed that miRNA modified by the presence of AA might control mRNA involved in protein and ATP binding and regulation of transcription (Figure 7). On the other hand, in response to Igf-1, only 20 miRNAs significantly increased their expression in response to Igf-1, such as *miR-27c* (log2FC = 1.67), *miR-1* (log2FC = 1.56), *miR-19a/b* (log2FC = 1.06), or *miR-133a/b* (log2FC = 0.77); and a total of 26 miRNA appeared downregulated but most of them with a change log2FC < −1, such as *miR-203a/b* (log2FC = −0.83), *miR-128* (log2FC = −0.83); *miR-122* (log2FC = −0.71), *miR-206* (log2FC = −0.72), *miR-27a* (log2FC = −0.48) and *miR-221* (log2FC = −0.23) (Figure 4 and Figure 5; Supplementary File S3). Gene Ontology analysis based on human data predicted that those miRNAs controlled mRNAs involved in transmembrane transport, protein phosphorylation, signal transduction, and ATP binding (Figure 7).

The number of lncRNAs significantly modified was also small compared to mRNAs and miRNAs. 

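Of 401 lncRNAs with enough counts to be tested, 14 were higher and 15 lower with AA than in CTR, which is 7.23% of them, against 8.62% of all genes tested. With Igf-1, 1 lncRNA was lower and none was higher. Between AA and Igf-1, 2 lncRNAs were higher and 6 lower with AA, among them ENSSAUG00010000237, with a log2 difference of −2.03 (standard error 0.32, adjusted p = 0.0047 from edgeR's quasi-likelihood test), and ENSSAUG00010017089, with −1.18 (standard error 0.22, adjusted p = 0.0097). Both also fell with AA relative to CTR, by 1.98 and 1.22 on the log2 scale. At an unadjusted p of 0.05 and the same fold, 48 lncRNAs passed with AA and 19 with Igf-1. The number with AA was 16 without CTR replicate 2 and 20 to 27 without any other single library.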

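The lncRNAs that rose with AA include ENSSAUG00010004711, which went from 24.8 ± 8.34 normalized counts in CTR to 114 ± 27.6 in AA (SD, n = 3 each), a log2 fold change of 2.21 (standard error 0.46, adjusted p = 0.0091). ENSSAUG00010013622 had a log2 fold change of 2.04 (standard error 0.42, adjusted p = 0.0083). ENSSAUG00010015504 went from 671 ± 1.45 to 1453 ± 105 normalized counts, a log2 fold change of 1.11 (standard error 0.16, adjusted p = 0.0014), and ENSSAUG00010015505 had a log2 fold change of 1.61 (standard error 0.26, adjusted p = 0.0024). ENSSAUG00010012964 was at 0 in all CTR libraries, with 11.2 ± 3.59 normalized counts in AA, so no fold is given for it. The adjusted p-values are from edgeR's quasi-likelihood test over all genes. Without CTR replicate 2, 8 lncRNAs rose with AA, and DESeq2 called 18. ENSSAUG00010004711 and ENSSAUG00010015505 were also higher with AA than with Igf-1, by 2.17 and 1.08 on the log2 scale (adjusted p = 0.016 and 0.026).

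**Figure D4:**
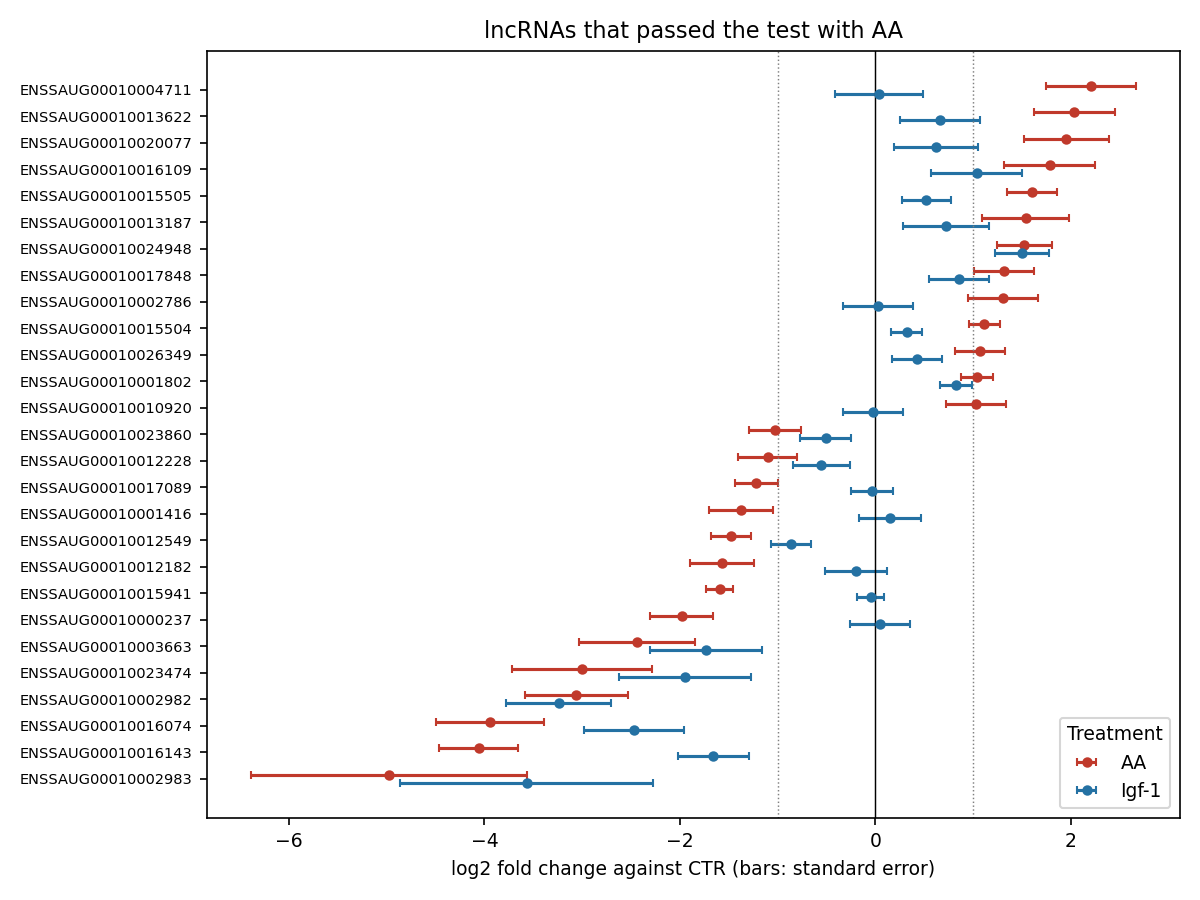
Log2 fold change with AA and with Igf-1 of the lncRNAs that passed with AA, with standard errors; 27 are drawn and 2 at 0 in a group are not, and dotted lines mark a log2 fold change of 1 in either direction.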

In response to AA, only 17 lncRNAs appeared to be significantly upregulated with a log2FC between 1 and 2 (Figure 4 and Figure 5; Supplementary File S1). We also found 13 lncRNAs significantly downregulated in response to the presence of AA, showing a log2FC between −1 and −5. 

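Among the 15 lncRNAs that fell with AA, ENSSAUG00010016143 went from 943 ± 300.5 normalized counts in CTR to 56.7 ± 29.9 in AA (SD, n = 3 each), a log2 fold change of −4.06 (standard error 0.40, adjusted p = 2.1e-04), and ENSSAUG00010016074 had a log2 fold change of −3.94 (standard error 0.55, adjusted p = 0.0012). ENSSAUG00010015941 went from 1501 ± 64.1 to 498 ± 12.2, a log2 fold change of −1.59 (standard error 0.14, adjusted p = 1.1e-04). ENSSAUG00010012549, one of the lncRNAs over 10 FPKM, had a log2 fold change of −1.47 (standard error 0.21, adjusted p = 0.0011). ENSSAUG00010015571 was at 0 in all AA libraries and at 22.9 ± 16.0 normalized counts in CTR, so no fold is given for it. The test was edgeR's quasi-likelihood test. The 4 lncRNAs with a fold given here passed whichever library was left out, while without CTR replicate 2 the number of lncRNAs that fell was 8.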

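No lncRNA passed as higher with Igf-1 in edgeR's test. At an unadjusted p of 0.05 and the same fold, 8 were higher, and DESeq2 called 1. Closest to passing was ENSSAUG00010024948, which went from 59.6 ± 1.92 normalized counts in CTR to 169 ± 4.53 in Igf-1 (SD, n = 3 each), a log2 fold change of 1.50 (standard error 0.28, adjusted p = 0.061). With AA, where it passed, its log2 fold change was 1.53 (standard error 0.28, adjusted p = 0.0048). ENSSAUG00010001802 had a log2 fold change of 0.83 (standard error 0.16, adjusted p = 0.074) with Igf-1, and ENSSAUG00010017066 one of 1.58 (standard error 0.47, adjusted p = 0.25). All 3 Igf-1 libraries lay above all CTR libraries for ENSSAUG00010024948 and ENSSAUG00010001802. Between 3 and 3 libraries, chance gives no overlap, in one direction or the other, for 10% of genes.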

In response to Igf-1, only 4 lncRNAs were significantly increased with log2FC between 1.05 and 1.70. Similarly, only 7 lncRNAs appeared to be significantly downregulated in response to Igf-1 with log2FC between −1.20 and −12.40 (Figure 4 and Figure 5; Supplementary File S1). 

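ENSSAUG00010002982 was the lncRNA that fell with Igf-1, from 214 ± 119 normalized counts in CTR to 22.6 ± 4.53 (SD, n = 3 each), a log2 fold change of −3.24 (standard error 0.53, adjusted p = 0.045). With AA its log2 fold change was −3.06 (standard error 0.53, adjusted p = 0.0035), with 25.5 ± 7.90 normalized counts. ENSSAUG00010016143 and ENSSAUG00010016074 did not pass with Igf-1: their log2 fold changes were −1.66 (standard error 0.36, adjusted p = 0.1) and −2.47 (standard error 0.51, adjusted p = 0.088), with 299 ± 61.9 and 59.9 ± 23.1 normalized counts. Of these, ENSSAUG00010016143 was lower with AA than with Igf-1, by −2.40 (standard error 0.38, adjusted p = 0.0046), and the difference of ENSSAUG00010016074 did not pass (adjusted p = 0.13). At an unadjusted p of 0.05, 11 lncRNAs were lower with Igf-1, and DESeq2 called 4, against 1 in edgeR's quasi-likelihood test. The number of lncRNAs lower with Igf-1 was 0 without CTR replicate 1 or 2, AA replicate 1 or any one of the Igf-1 libraries, and 3 without AA replicate 2.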

Due to the lack of information about GO terms associated with fish lncRNAs, no GO enrichment analysis was performed.

### 2.4. Predicted Interactions of miRNAs and lncRNAs with mRNAs Based on Transcriptomic Correlations and Bioinformatics Analysis

To better understand the changes in response to AA and Igf-1, correlation and binding analyses were performed between miRNAs, lncRNAs, and mRNAs. Significantly modified miRNAs, lncRNAs, and mRNAs were considered candidates for further consideration when correlations had a negative Pearson index lower than −0.80. 

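The 29 lncRNAs that passed in at least one comparison with CTR were set against the 1498 other genes that did, over all 9 libraries. Of the 43442 pairs, 7088 had a Pearson correlation below −0.8. ENSSAUG00010015941 had the most such pairs, 660, followed by ENSSAUG00010000237 with 541, ENSSAUG00010012182 with 540 and ENSSAUG00010017089 with 520. Each of these fell with AA. Both partners of a pair were chosen for differing between groups, and a correlation over the 9 libraries holds that difference. When the order of the libraries was shuffled within each group, which keeps the difference between groups and breaks the link between partners, 216 orders gave a median of 6628.5 pairs, with a range of 6327 to 7088. The order as measured gave the most pairs of the 216. All other genes were shuffled together against all lncRNAs, so deviations of whole libraries can give this rank as well. It is thus no evidence for a link within single pairs. The number was 6464 to 8518 when each library was left out in turn.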

We found up to 14,658 negative correlations between miRNAs and mRNAs and a total of 7488 negative correlations between significantly modified lncRNAs and mRNAs using all treatments (Supplementary File S4), indicating the possibility of co-regulation. To further investigate how miRNAs and lncRNAs might be involved in the variations of transcription observed in mRNAs, we estimated the probability of direct interaction between miRNAs or lncRNAs and mRNAs with a correlation lower than −0.80 using bioinformatic tools. While several strong interactions (<−25 kcal/mol) were found in response to AA (Supplementary File S5), only a handful of miRNAs dominate the majority of interactions observed, such as *miR-17a*, *miR-128*, *miR-133a/b* and *miR-206*. Similarly, in response to Igf-1, we found some miRNAs predicted to interact with multiple mRNAs, such as *miR-34*, *miR-221*, and *miR-338* (Supplementary File S5). Gene Ontology enrichment analysis of the mRNAs predicted to both possibly correlate and interact with miRNAs was performed to determine the biological processes regulated by them. In the case of the AA treatment, miRNAs were involved in the downregulation of genes related to Igf binding, development, protein catabolism, sarcomere production, and DNA replication (Table 2). In the Igf-1 treatment, miRNAs were involved in the possible regulation of mRNAs related to the extracellular region and upregulation of genes related to development, DNA metabolic process, and cytoskeleton (Table 2).

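For the pairs of an lncRNA and a gene that the paper names, the normalized counts over the 9 libraries gave a Pearson correlation below −0.8 in 9 of 15 pairs, and the deposited FPKM, chosen after the values were seen, in 15 of 15. ENSSAUG00010012182 had a correlation of −0.946 with tnni2 (ENSSAUG00010012899), a troponin of fast muscle, of −0.944 with tcima (ENSSAUG00010013540) and of −0.915 with acta1 (ENSSAUG00010015572), an actin of the sarcomere. ENSSAUG00010016143 had one of −0.916 with rbm24b (ENSSAUG00010008749), an RNA-binding protein of muscle, and ENSSAUG00010013622 one of −0.868 with rgcc (ENSSAUG00010023801), a regulator of the cell cycle. In 14 of the 15 pairs both partners passed with AA, in opposite directions. After each group was centred on its own mean, the correlations of the pairs went from −0.628 to 0.548, with acta1 taken as ENSSAUG00010015572. With the other gene of that symbol, ENSSAUG00010001996, which did not pass with AA, the highest was 0.783. A correlation over all libraries holds the differences between the groups as well as those between replicates. The number of pairs below −0.8 was 8 to 11 when each library was left out in turn, and 13 on the log2 scale.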

We also found strong negative correlations between lncRNAs and those mRNAs significantly modified by treatments (Supplementary File S4), but only 8 lncRNAs simultaneously showed strong negative correlations (ρ < −0.80) and significant interactions (ndG < −0.10 kcal/mol) with some of the mRNAs identified to change in response to treatments such as *acta1*, *rbm24b*, *h2az1*, *pin1*, *tcima*, *psmb3*, *tnni2*, *nupr1a*, *rgcc*, and *igfbp6a* (Supplementary Table S1, Supplementary File S6).

The possibility of lncRNAs regulating mRNAs abundance by acting as miRNAs sponges was also investigated. Correlations of <−0.80 between lncRNAs and miRNAs were considered possible candidates (Table 3). From those, we found 30 lncRNAs with strong predicted interactions with miRNAs, which in turn possibly regulate multiple mRNAs, such as *ENSSAUG00010001802* (interacting with *miR-27a*, *miR-29d* and *miR-29b*), *ENSSAUG00010012228* (interacting with *miR-338*, *miR-133a*/b, *miR-17a*, *miR-125a*, *miR-106*, *miR-217*, and *miR-206*) or *ENSSAUG00010017089* (interacting with *miR-206*, *miR-106*, *miR-128*, and *miR-17a*) (Table 3).

## 3. Discussion

Understanding the regulation of fish muscle development and growth is necessary to optimize aquaculture production because it is the most valuable part of the fish for the aquaculture industry. To thoroughly study the mechanisms orchestrating the myogenesis process, it is necessary to consider the complex networks integrating not only the transcription of genes but also of ncRNAs like miRNAs and lncRNAs [23,73]. For this purpose, fish myoblast cell culture is a very useful and powerful tool that allows the analysis of many signaling pathways and molecular networks under controlled conditions [74]. In this study, a cell culture of gilthead sea bream myoblasts was used to explore for the first time in fish the transcriptional response of mRNAs, miRNAs, and lncRNAs in response to AA and Igf-1, as well as their possible regulatory network.

Both pro-growth signals induced many transcriptional changes compared to untreated cells, but the AA group showed a higher number of transcriptionally modified mRNAs compared to Igf-1 (Figure 4). These results are in agreement with previous studies in pacu (*Piaractus mesopotamicus*) [25] and Atlantic salmon (*Salmo salar*) [75] that showed a better capacity of AA compared to Igf-1 alone to boost myoblast response, suggesting that the Igf-1 might need the assistance of AA to perform its function. 

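With no fold threshold, 2688 genes differed from CTR with AA and 50 with Igf-1, at an adjusted p of 0.05 in edgeR's quasi-likelihood test. At an unadjusted p of 0.05 and the fold threshold, the numbers were 2110 and 502. Among the genes that passed with AA and not with Igf-1, tpi1a (ENSSAUG00010000295), an enzyme of glycolysis, had a log2 fold change of −1.37 (standard error 0.21, adjusted p = 0.0019), and trib3 (ENSSAUG00010025259), a target of the amino acid response, one of −1.46 (standard error 0.22, adjusted p = 0.0019); with Igf-1 theirs were −0.21 and −0.57 (standard errors 0.21 and 0.22). mybl2b (ENSSAUG00010027594), a transcription factor of dividing cells, had a log2 fold change of 3.51 (standard error 0.27, adjusted p = 7.0e-05) with AA and one of 1.59 (standard error 0.26, adjusted p = 0.04) with Igf-1, where its call was lost whichever library was left out. The number of genes changed by AA was 1286 to 1566 when each library was left out in turn.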

Studies in L6 murine muscle cell lines have shown that blocking Igf-1 expression did not decrease the protein synthesis rate when induced by AA, indicating that Igf-1 transcription is a covariate to AA initiation of protein synthesis through an unknown process [76]. It is well known that Igf-1 performs its functions through the phosphorylation of Akt, which leads to the promotion of cell proliferation and protein synthesis by activating the mTOR complex 1 (mTORC1) [17,77,78]. The activation of mTORC1 can also be triggered by AA, but in this case is done through the Ragulator complex, a system believed to act independently of the Akt pathway [11,79,80]. Although it is presumed that the activation of mTORC1 by AA and Igf-1 occurs in an independent way, it might be possible that the lack of AA impairs the activation of this complex by the Igf-1/Akt pathway through a not yet described mechanism that needs further investigation.

Furthermore, there was a clear difference in the magnitude of transcriptional changes induced by both treatments: the upregulation of genes such as *myoz1b*, *stac3*, *tnnt2c*, *igfbp2a*, or *usp28* was much higher in response to AA than in response to Igf-1, while downregulated genes such as *plvapb*, *ccn5*, or *cav2* had their transcription less reduced in response to Igf-1 compared to AA. It is important to highlight that all these genes participate in the regulation of muscle growth by modulating mechanisms related to myogenesis and protein balance in the muscle fiber [8,81,82,83]. For instance, the upregulation of *myoz1b*, *stac3*, and *tnnt2c* at day 9 of culture with AA and Igf-1 confirms the correct development of myogenesis under these treatments because they are genes that encode for proteins involved in muscle contraction and are expected to increase their expression when myoblasts are fusing to form myotubes [82].

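Of the 8 genes named, 5 differed between AA and Igf-1 when compared directly. These were stac3 (ENSSAUG00010009971), of the calcium channel of muscle, with 1821 ± 774 normalized counts in CTR, 11903 ± 1467 in AA and 4244 ± 248 in Igf-1 (SD, n = 3 each) and a log2 difference between AA and Igf-1 of 1.49 (standard error 0.27, adjusted p = 0.009); tnnt2c (ENSSAUG00010012240), a troponin, with a difference of 1.62 (standard error 0.21, adjusted p = 0.0018); igfbp2a (ENSSAUG00010024704), a binding protein of the Igf system, with 1.62 (standard error 0.42, adjusted p = 0.04); usp28 (ENSSAUG00010013587), an enzyme that removes ubiquitin, with 1.31 (standard error 0.18, adjusted p = 0.0025); and plvapb (ENSSAUG00010022622), of the endothelium, with −1.53 (standard error 0.27, adjusted p = 0.0076). For myoz1b (ENSSAUG00010026885) of the Z disc the difference was 0.31 (standard error 0.23, adjusted p = 0.53), for ccn5 (ENSSAUG00010008438) −0.92 (standard error 0.33, adjusted p = 0.13) and for cav2 (ENSSAUG00010009007), a caveolin, −0.50 (standard error 0.37, adjusted p = 0.52), none of which passed edgeR's quasi-likelihood test. Relative to CTR, ccn5 fell by 3.62 on the log2 scale with AA and by 2.70 with Igf-1 (standard errors 0.36 and 0.35), and cav2 had log2 fold changes of −1.88 with AA (adjusted p = 0.0081) and −1.38 with Igf-1 (adjusted p = 0.19).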

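The muscle genes myoz1b, stac3 and tnnt2c rose with AA: myoz1b went from 283 ± 68.3 normalized counts in CTR to 738 ± 143 (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.23, adjusted p = 0.0031), and stac3 and tnnt2c had log2 fold changes of 2.71 (standard error 0.29, adjusted p = 2.8e-04) and 2.71 (standard error 0.22, adjusted p = 8.9e-05). With Igf-1 they measured higher and did not pass in edgeR's test, while DESeq2 called all 3: myoz1b had a log2 fold change of 1.08 (standard error 0.23, adjusted p = 0.097), stac3 one of 1.22 (standard error 0.27, adjusted p = 0.11) and tnnt2c one of 1.09 (standard error 0.21, adjusted p = 0.065). All 3 calls with AA held whichever library was left out. By the paper's qPCR, stac3 and myoz1b also measured higher with Igf-1 than in CTR. From these genes the paper concludes that myogenesis developed correctly under both treatments. The adjusted p-values are from edgeR's quasi-likelihood test over 17687 genes.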

It is interesting to highlight that despite the big differences in the number of mRNAs modified and the magnitude of the changes, when GO analysis was performed for up and downregulated genes, both treatments regulated common processes related to muscle growth, differentiation, and sarcomere formation. This fact suggests that both AA and Igf-1 were able to promote the transcription of components of the molecular network controlling protein synthesis and sarcomere development. Moreover, it seemed that both treatments were able to increase DNA replication and cell proliferation (Figure 6).

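The regulators of myogenesis and fusion and the genes of excitation-contraction coupling stood higher with both treatments as groups. With a correlation between genes estimated from the data, the regulators of myogenesis no longer passed with AA (camera, adjusted p = 0.14). Their estimated correlation was −0.020, below the preset 0.01, so correlation between these genes does not account for the lost call. The other 3 calls held when both comparisons were adjusted together. Adjusted over the lists of each comparison alone, chosen after the data were examined, neither list passed with Igf-1 (adjusted p = 0.067 each). Among muscle genes, casq2 (ENSSAUG00010015074), which stores calcium, had a log2 fold change of 2.57 (standard error 0.25, adjusted p = 1.6e-04) with AA, atp2a1 (ENSSAUG00010002949), the calcium pump, one of 1.22 (standard error 0.19, adjusted p = 0.002) with AA and 0.89 (standard error 0.19, adjusted p = 0.092) with Igf-1, and rbm24b (ENSSAUG00010008749), an RNA-binding protein of muscle, one of 1.48 (standard error 0.19, adjusted p = 8.1e-04) and 1.00 (standard error 0.19, adjusted p = 0.065). With Igf-1, atp2a1 and rbm24b did not pass edgeR's quasi-likelihood test one by one. From the processes shared by the 2 treatments, the paper proposes that AA and Igf-1 promoted the transcription of components of protein synthesis and of the development of the sarcomere.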

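Genes of DNA replication and mitosis were higher with Igf-1 as groups, by less than with AA. Of 57 genes of DNA replication, none passed edgeR's test over all genes, 9 were higher when adjusted over the list alone, 21 were higher at an unadjusted p of 0.05 and 7 by DESeq2. The median log2 fold change was 0.40 (camera, adjusted p = 1.9e-10; adjusted p = 0.26 with an estimated correlation). mcm5 (ENSSAUG00010025861), of the helicase that opens DNA for copying, had a log2 fold change of 1.00 (standard error 0.21, adjusted p = 0.089), and mcm2 (ENSSAUG00010015440) one of 0.61 (standard error 0.17, adjusted p = 0.22); with AA they had 2.26 and 2.02 (adjusted p = 1.5e-04 and 1.1e-04). Of 51 genes of mitosis, none passed over all genes or over the list alone with Igf-1, 12 were higher at an unadjusted p of 0.05 and 1 by DESeq2 (camera, adjusted p = 4.4e-06; adjusted p = 0.26 with an estimated correlation). Levels of these genes say which transcripts are present, and DNA synthesis and division of the cells were not measured in these data.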

Regarding the ncRNAs, we identified a comprehensive repertoire of miRNAs and lncRNAs present in gilthead seabream myoblasts with potential roles in regulating muscle growth. We found that the most expressed miRNAs in the gilthead sea bream myoblasts were *miR-21*, *miR-146*, *miR-22b*, and *miR-206*, with only the last one being a canonical myomiR [43,84], although the rest are also known to have roles on the control of skeletal muscle growth. For instance, in mammalian models, *miR-21* is known to downregulate the transcription of *pten* [85,86], a component of the mTOR network, but also *col1a1*, *col6a*, and *tgf-ß*, components of the extracellular matrix [87]. On the other hand, *miR-146* is known to promote myoblast differentiation through the regulation of *smad4*, *notch1*, and *hmga2* [88], and *miR-22b* is also involved in myoblast differentiation by targeting *tgfßr1* [89]. It is not surprising that these miRNAs promoting differentiation were highly expressed, considering that we used myoblasts developed for 8 days when myoblasts are slowing down proliferation and entering into the differentiation program, where TGF-ß is known to inhibit differentiation [90,91]. 

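The gene tgfb3 (ENSSAUG00010003964), a ligand of the Tgf-beta pathway, went from 7349 ± 1482 normalized counts in CTR to 2369 ± 156 with AA and 3872 ± 495 with Igf-1 (SD, n = 3 each). Its log2 fold change was −1.63 (standard error 0.18, adjusted p = 3.0e-04) with AA, where its call held whichever library was left out, and −0.92 (standard error 0.17, adjusted p = 0.061) with Igf-1, where it did not pass edgeR's quasi-likelihood test. Compared directly, it was lower with AA than with Igf-1 by −0.71 (standard error 0.17, adjusted p = 0.031). The second gene of that symbol, TGFB3 (ENSSAUG00010009390), had a log2 fold change of −0.44 (standard error 0.18, adjusted p = 0.13) with AA and one of −0.35 (standard error 0.18, adjusted p = 0.66) with Igf-1.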

We only found a significant decrease in *tgfb3* expression (FDR = 0) in response to AA (log2FC = −1.55), and less modulated in response to Igf-1 (log2FC = −0.90). Other components of the TGF-ß pathway, such as *tgfb2*, *tgfb5*, *tgfb3*, and *tgfb1a*, were non-significantly downregulated in response to both treatments.

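For tgfb2 (ENSSAUG00010002332) the log2 fold change was −0.24 (standard error 0.41, adjusted p = 0.77) with AA and −0.94 (standard error 0.42, adjusted p = 0.54) with Igf-1, and for tgfb5 (ENSSAUG00010021133) it was −0.98 (standard error 0.35, adjusted p = 0.089) and −0.74 (standard error 0.35, adjusted p = 0.57). tgfb1a (ENSSAUG00010016750) had a log2 fold change of −0.53 (standard error 0.15, adjusted p = 0.037) with AA, below the fold threshold, and one of −0.07 (standard error 0.15, adjusted p = 0.98) with Igf-1; its adjusted p with AA exceeded 0.05 in 8 of the 9 fits that left out 1 library, all but the one without CTR replicate 3. Of 20 genes of the Tgf-beta pathway, 3 were lower and none higher with AA (3 lower when adjusted over the list alone; none higher at an unadjusted p of 0.05 or by DESeq2), with a median of −0.51 (camera, adjusted p = 0.0059; adjusted p = 0.21 with an estimated correlation). The adjusted p-values of genes are from edgeR's quasi-likelihood test.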

Like mRNAs, more miRNAs changed their transcription in response to AA compared to Igf-1 (Figure 4). Not many miRNAs were downregulated by the pro-growth treatments, but we found low expression of *miR-22b* (when upregulated promotes differentiation) [89], *miR-206* (promotes differentiation) [92], *miR-221* (involved in proliferation and differentiation) [93] and *miR-338* (function not known, but is differentially expressed in skeletal muscle of different species under different growth conditions) [25,94,95] in response to Igf-1. The fact that some differentiation-inducing miRNAs identified in mammals [21,22,43] appeared to be downregulated in the present experiment seems to be at odds with the results obtained, which suggests that both proliferation and differentiation were stimulated (as indicated by the GO enrichment analysis). However, we also found a significant increase of miRNAs that promote differentiation such as *miR-1* (log2FC > 1.5; increased in response to both treatments), *miR-206* (log2FC = 1.48; increased with AA), *miR-499* (log2FC = 1.54; promotes differentiation toward slow phenotype, increased with AA), *miR-181* (log2FC = 1.8 increased with AA) and *miR-34* (log2FC = 1, inhibits proliferation, increased with Igf-1). At the same time, an upregulation of miRNAs generally associated with myoblast proliferation was also observed in response to AA, such as *miR-128* (log2FC ≥ 0.78), or in response to both treatments, like the *miR-133a/b* (log2FC ≥ 0.66). The transcriptional changes of miRNAs and mRNAs involved in both myogenic proliferation and differentiation are likely due to the fact that the cell cultures used in the present study contain a mixture of cells at different stages, with still proliferative myoblasts but most cells differentiating.

Our analysis showed strong correlations between miRNAs and mRNAs differentially expressed in response to the treatments. However, many of the identified correlations (<−0.80) had relatively low predicted interactions (<−25 kcal/mol), suggesting that the mRNAs and miRNAs might be part of the same networks but not directly regulating each other. The strong correlations and significant interactions found were dominated by a small number of miRNAs: *miR-133*, *miR-128* or *miR-206* (upregulated) and *miR-27a*, *miR-92a* or *miR-29d* (downregulated) in the AA treatment; *miR-128*, *miR-125*, *miR-338*, *miR-206* or *miR-27a* (downregulated) and *miR-34* or miR-7147 (upregulated) in the Igf-1 treatment. The percentage of genes whose transcription seems to be potentially regulated by miRNAs was relatively low. However, we must take into consideration that in the present study, we have used quite stringent conditions, reducing the number of interactions identified. Likewise, the correlations were performed with only nine samples, and the strength of such correlations must be considered cautiously.

Unraveling the roles of lncRNAs in fish skeletal muscle based on transcriptomic data is quite challenging, and we can only hypothesize their possible functions using bioinformatic approaches. The study of lncRNAs in mammals has revealed their importance in the transcriptomic regulation of muscle development, and some lncRNAs have been shown to be critical in the control of muscle gene expression, including the *linc-RAM* (enhances myogenic differentiation by interacting with MyoD) [63], *MUNC* (increases *MyoD*, *Myogenin*, and *Myh3* mRNAs and facilitates the function of MyoD) [61,62], *OIP5-AS1* (interacts with *MEF2C* mRNA and promotes myogenic gene expression) [96], or *Lnc-31* (binds to *Rock1* mRNA and sustains myoblast proliferation) [97]. Similarly, lncRNAs can also exert their functions directly interacting with miRNAs, such as *linc-MD1* and *MDNCR* (interact with *miR-133*) [98,99], *Sirt1* AS (interacts with *miR-34a*) [100] or *linc-smad7* (interacts with *miR-125b*) [101], acting as miRNAs sponges [102]. However, it is very difficult to translate the research done in mammalian models to other species due to the low degree of conservation found between lncRNAs [72]. Our data indicates that only a small fraction of the lncRNAs identified responded to the pro-growth signals, with most of them showing low expression, as previously observed in other studies [55,103]. It is interesting to notice that many of the lncRNAs previously identified in gilthead sea bream skeletal muscle [24] had very low levels of expression in myoblasts developed for 8 days, although one of them, the *ENSSAUG00010020194*, slightly increased transcription in response to pro-growth signals (log2FC < 1), but not significantly. Similarly, its predicted target (*myod1*) also slightly changed its transcription (log2FC < 1) in response to pro-growth signals, but not significantly.

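The 29 lncRNAs that passed with AA included 13 with a mean under 1 FPKM and 3 with a mean over 10 FPKM, ENSSAUG00010026349, ENSSAUG00010001802 and ENSSAUG00010012549. Their median was 1.33 FPKM, with a range of 0.0549 to 15.8 FPKM. The median of all lncRNAs over 0.001 FPKM was lower, and the lncRNAs with too few counts could not be tested, so the levels of those that passed are not a sample of all lncRNAs.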

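ENSSAUG00010020194 was near the limit of detection in every library. Its deposited counts were 3, 6 and 0 in the CTR libraries, 4, 0 and 6 in the AA libraries and 10, 3 and 4 in the Igf-1 libraries, where about 4 counts stand for 1 sequenced pair. Its level in these libraries was too low to be tested, and no fold is given. The paper also measured this lncRNA by qPCR, and those values were not compared here. Its FPKM was 0.0159 and 0.0484 in CTR, with the third library listed at 0, and 0.0613, 0.0166 and 0.0211 in Igf-1.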

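The gene myod1 (ENSSAUG00010004893), a transcription factor that commits cells to muscle, went from 3776 ± 272 normalized counts in CTR to 5887 ± 406 with AA and 4375 ± 105 with Igf-1 (SD, n = 3 each). Its log2 fold change was 0.64 (standard error 0.13, adjusted p = 0.0069) with AA, which passed the adjusted p and lies below the fold threshold, and 0.21 (standard error 0.13, adjusted p = 0.73) with Igf-1. The second gene of that symbol (ENSSAUG00010012905) had a log2 fold change of 0.02 (standard error 0.50, adjusted p = 0.99) with AA and one of 0.05 (standard error 0.50, adjusted p = 0.99) with Igf-1. The adjusted p-values are from edgeR's quasi-likelihood test.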

Furthermore, our analysis revealed that a higher number of lncRNAs simultaneously exhibit strong negative correlations and interactions with miRNAs (Table 3) compared to mRNAs (Supplementary Table S1), which changed in response to the treatments. This fact may suggest that the contribution of lncRNAs to the modulation of transcription might be done mainly as miRNAs sponges rather than through direct interactions with mRNAs. Among the miRNAs that negatively correlate and interact with lncRNAs are those associated with multiple mRNAs modified by treatments: *miR-338*, *miR-92*, *miR-34 miR-206*, *miR-133*, *miR-7147*, *miR-27*, *miR-29*, *miR-125* and *miR-128* (Table 3). This indicates that highly expressed lncRNAs bind to the miRNAs, preventing the degradation of target mRNAs, which appear increased (and vice versa). Supplementary Figures S1 to S3 show examples of possible networks of mRNAs, miRNAs, and lncRNAs controlling some biological processes in response to AA and Igf-1. For example, Supplementary Figure S2A exposes a group of genes involved in muscle development that were upregulated with AA and could be affected by some miRNAs (*miR-27a*, *miR-29d*, *miR-92a*) that, in turn, might be sequestered by specific lncRNAs acting as sponges. These figures show part of the distinct levels in the transcriptional regulation and illustrate the complexity behind the interactions between different molecules.

Moreover, it is interesting to note that some of the interactions found in our study are also predicted for some human lncRNAs, such as *linc-MD1* (*miR-133*) [98], *Sirt1 AS* (*miR-34*) [100], or *lnc-mg* (*miR-125*) [104]. The results suggest that some roles as sponges of lncRNAs in muscle might be conserved in teleost fish. However, it is important to highlight that we have found a relatively low conservation between lncRNAs with similar interactions in fish and mammals. For instance, *ENSSAUG00010016143* (which interacts with *acta1*; Supplementary Table S1) had a 44% similarity with *Myolinc* [105] and not quite a good alignment, and the majority of lncRNAs identified to interact with *miR-133* have less than 30% similarity with *linc-MD1*. Similarly, we did not find any clear conservation of the synteny between mammalian and fish lncRNAs with conserved targets, suggesting that while lncRNA interactions might be conserved, their evolution history is not clear.

Overall, this work is the first step in the identification of the network of mRNAs, miRNAs, and lncRNAs controlling muscle development and growth in gilthead sea bream, pointing out potential candidates with a high confidence value that might be of great interest for further experimental work. Moreover, this study contributes to a better understanding of the modulation of mRNAs and ncRNAs transcription by AA and Igf-1, along with their potential regulatory mechanisms in this species, and establishes the basis for future research focusing on the possible dose-dependent response of these pro-growth signals and exploring their synergistic effects.

## 4. Materials and Methods

### 4.1. Gilthead Sea Bream Primary Myoblast Cell Culture and Treatments

Myoblasts were isolated and cultured according to the protocol described by Fauconneau and Paboeuf (2000) [106] and adapted to gilthead sea bream by Montserrat et al. (2007) [107]. Briefly, fast-twitch muscles were collected from the epaxial region of gilthead sea bream fingerlings (≈ 5 g) and mechanically dissociated with scalpels, enzymatically digested with 0.2% collagenase type IA (Ref. C9891) and 0.1% trypsin (Ref. T4799), filtered with cell strainers (Ref. CLS431752 and CLS431750), centrifuged, resuspended and plated in poly-L-lysine/laminin (Ref. P6282 and L2020) pre-treated 6-well plates (Ref. 140675) with complete growth medium [DMEM (Ref. D7777), 9 mM NaHCO_3_ (Ref. S5761), 20 mM HEPES (Ref. H3375), 1.1 g/L NaCl (Ref. S5886), 1% antibiotic/antimycotic (Ref. A5955), and 10% fetal bovine serum (FBS; Ref. F7524), pH 7.4], at a density of 1.5 × 10^6^ cells/well. All media, reagents, and cell strainers were obtained from Sigma-Aldrich (Tres Cantos, Madrid, Spain), and the culture plates were obtained from Thermo Fisher Scientific (Sant Cugat del Vallès, Barcelona, Spain). Myoblasts were incubated at 22 °C, with a full replacement of the culture medium every day. Myoblasts morphology was monitored regularly under an inverted microscope (Carl Zeiss, Oberkochen, Germany) and let to develop until the first myoblast fusion events were visible (around day 8 of culture). The present work was based on 3 independent cell cultures.

On day 8 of culture, myoblasts were incubated for 12 h in a free AA medium [Earle’s balanced salt solution 1× (Ref. E7510), 9 mM NaHCO_3_, 20 mM HEPES, 1.1 g/L NaCl, Vitamin Mix 1× (Ref. M6895), 1% antibiotic/antimycotic, and 4 g/L D-glucose (Ref. G8270)] to reduce gene expression to basal levels. Cells were incubated for additional 24 h in free AA medium (CTR group), medium with AA (AA group; DMEM, 9 mM NaHCO_3_, 20 mM HEPES, 1.1 g/L NaCl, and 1% antibiotic/antimycotic), or medium with recombinant Igf-1 (Igf-1 group) [free AA medium supplemented with Igf-1 from gilthead sea bream at 100 ng/mL (Ref. CYT-295, ProSpec, Rehovot, Israel), and 0.1 mg/mL of RIA grade bovine serum albumin (Ref. A7030, Sigma-Aldrich) as carrier protein]. The treatments were performed according to the protocol described by Bower and Johnston (2010) [75] and Garcia de la serrana and Johnston (2013) [108].

### 4.2. RNA Extraction, Sequencing, and Bioinformatic Analyses

After the treatments, gilthead sea bream myoblasts were washed thrice with PBS following medium removal. Total RNA was extracted using Trizol (Ref. 15596026, Thermo Fisher Scientific), followed by chloroform, isopropanol, and ethanol extraction as recommended by the manufacturer. Total RNA was resuspended in RNase-free water, and its concentration and integrity were estimated by spectrophotometry using Nanodrop 2200^TM^ (Thermo Fisher Scientific) and a 1% (*w*/*v*) agarose gel, respectively.

The generation of DNA libraries and sequencing of mRNAs and miRNAs were performed by LC Sciences (Houston, TX, USA). Transcriptome was obtained through the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) with 150 base pairs, paired-end, and 6 GB data per sample (40–50 million reads). microRNAome was obtained through the HiSeq 4000 platform (Illumina, San Diego, CA, USA) with 50 base pairs, single-end, and 10 million reads per sample. For transcriptome analysis, adapters and low-quality reads were removed using an in-house perl script and then mapped against the latest gilthead sea bream genome available (www.ensembl.org/index.html; accessed on 15 January 2023) using HISAT2 software v.2.2.1 [109]. Transcripts were assembled, followed by mRNA expression profiling analysis using StringTie v.2.2.0 [110] and expressing the results as FPKM (fragments per kilobase of exon per million fragments mapped). For the microRNAome, adapters and low-quality reads were removed using in-house perl scripts. Subsequently, unique sequences with length in 18–26 nucleotides were mapped to specific species precursors in miRBase 22.0 (www.mirbase.org, accessed on 18 December 2022) by BLAST search to identify known miRNAs and novel 5p- and 3p- derived miRNAs candidates. The remaining sequences were mapped to other selected species precursors (with the exclusion of specific species) in miRBase v.22.1 by BLAST search, and the mapped pre-miRNAs were further BLASTed against the specific species genomes to determine their genomic locations.

Gene Ontology (GO) analysis was performed using the STRING online tool against the zebrafish (*Danio rerio*) database (https://string-db.org/, accessed on 18 December 2022). Venn diagrams were obtained using plotting software (https://pnnl-comp-mass-spec.github.io/Venn-Diagram-Plotter/, v.1.6.7458, accessed on 20 July 2023).

Pearson correlation analysis was carried out using RStudio v.1.1.419 [111] to detect correlations between mRNAs-miRNAs and lncRNAs-miRNAs differentially expressed in response to the treatments. Sequences’ interactions were predicted using RNAhybrid v.2.2.1 (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid, accessed on 15 January 2023) [112], with a minimum free energy (MFE) threshold of <−25 kcal/mol. Possible interactions between lncRNAs and mRNAs were explored using LncTar software (www.cuilab.cn/lnctar, accessed on 15 January 2023), with a threshold of normalized binding free energy (ndG) < −0.10.

### 4.3. Validation of RNA-Seq Results by qPCR

To validate the expression profiles from the RNA-Seq analysis using qPCR, we selected mRNAs, miRNAs, and lncRNAs that showed significant differences between the experimental groups in the RNA-Seq analysis. We used samples of the three experimental conditions (CTR, AA, and Igf-1, explained in Section 4.1) from six independent cell cultures. Total RNA was extracted as previously described (Section 4.2). The qPCR analyses were carried out following the MIQE guidelines [113] in a CFX384™ Real-Time System (Bio-Rad, El Prat de Llobregat, Barcelona, Spain). The analysis was performed in triplicate, using for each well: 2.5 µL of iTAQ Universal SYBR^®^ Green Supermix (Ref: 1725125, Bio-Rad), 1 µL of cDNA, 250 nM (final concentration) of forward and reverse primers and 1.25 µL of DEPC water. The reaction protocol was: 3 min at 95 °C, 40 × (10 s at 95 °C, 30 s at the annealing temperature of the primers, and fluorescence detection), followed by an amplicon dissociation analysis. In the case of the miRNAs, we designed primers to amplify pri-miRNAs sequences, to distinguish between the expression of different paralogs that have similar mature sequences. The genes analyzed were *igfbp6*, *cav3*, *trim63*, *acta1*, *stac3*, *usp28*, *myoz1b*, *cpt1b*, *wnt4*, and two reference genes, *rps18* and *tomm20b*. The pri-miRNAs were *pri-miR-1-2*, *pri-miR-133a-1*, *pri-miR-133a-2*, *pri-miR-133b*, *pri-miR-29a*, *pri-miR-206*, *pri-miR-221*, and *pri-miR-222*. The lncRNAs were *ENSSAUG00010012549*, *ENSSAUG00010001802*, *ENSSAUG00010004711*, and *ENSSAUG00010020194*. The transcript abundance was calculated using the Bio-Rad CFX Manager™ 3.1 software, relative to the geometric mean of the reference genes [114]. Statistical analyses were performed using IBM SPSS Statistics v. 25 (IBM Corp., Armonk, NY, USA). The normality and homoscedasticity of the data were checked with a Shapiro–Wilk test and a Levene’s test, respectively. Groups were compared using one-way ANOVA followed by a Tukey’s post hoc test (significant differences considered at *p*-value < 0.05). All raw and processed data from these analyses and the primers used for the qPCRs are shown in Supplementary File S7. 

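For the 9 genes that were also measured by qPCR, the difference from CTR in the paper's qPCR values had the sign of the RNA-seq log2 fold change in all 18 comparisons, and its size was smaller in all 18. With AA, the log2 difference by qPCR (p from an exact permutation test) was −1.46 (standard error 0.19, p = 0.00216) for igfbp6a, 1.56 (standard error 0.20, p = 0.00216) for stac3, 1.43 (standard error 0.22, p = 0.00216) for acta1, 0.87 (standard error 0.12, p = 0.00216) for cav3 and −1.08 (standard error 0.14, p = 0.00216) for wnt4 (n = 6 values per group, from 6 cultures). By RNA-seq the log2 fold changes of acta1 (ENSSAUG00010015572), cav3 (ENSSAUG00010005819) and wnt4 (ENSSAUG00010009381) with AA were 2.13, 1.03 and −1.64 (standard errors 0.28, 0.17 and 0.27). Those of stac3, trim63 and myoz1b were 2.71, 1.68 and 1.39 (standard errors 0.29, 0.27 and 0.23). Those of igfbp6a, cpt1b and usp28 were −4.45, −2.67 and 3.29 (standard errors 0.25, 0.32 and 0.20). By RNA-seq usp28 passed with both treatments, while it passed the exact permutation test on the qPCR values with neither. The smallest p that the exact permutation test can give with unpaired values is 0.00216. With Igf-1, by the same exact permutation test, qPCR gave −0.38 (standard error 0.12, p = 0.0173) for igfbp6a, 0.87 (standard error 0.21, p = 0.00433) for stac3, 0.83 (standard error 0.31, p = 0.0303) for myoz1b and −0.62 (standard error 0.18, p = 0.00649) for cpt1b, a transporter of fatty acids into mitochondria. The other 5 genes did not pass this exact permutation test with Igf-1: 0.39 (standard error 0.19, p = 0.0714) for acta1, 0.28 (standard error 0.21, p = 0.201) for cav3, 0.11 (standard error 0.30, p = 0.721) for the ubiquitin ligase gene trim63, 0.18 (standard error 0.16, p = 0.273) for usp28 and −0.22 (standard error 0.18, p = 0.26) for wnt4. With AA, the exact permutation test gave 0.95 (standard error 0.26, p = 0.00433) for trim63 and −0.37 (standard error 0.11, p = 0.0108) for cpt1b, and usp28 and myoz1b did not pass it, with 0.38 (standard error 0.17, p = 0.0519) and 0.57 (standard error 0.29, p = 0.0736). By qPCR the differences of myoz1b and cpt1b were thus larger in size with Igf-1 than with AA, which was not tested. These tests take the 12 values of a comparison as independent, while the paper took all 3 conditions from each of the 6 cultures. With the values paired by the culture number of the supplement, chosen after the data were seen, the exact permutation test can give no p under 0.031. It gave 0.031 for acta1 with Igf-1, which then passed, and 0.0625 for cpt1b with AA, cpt1b with Igf-1 and myoz1b with Igf-1, which then did not; adjusted over the 18 comparisons, no paired p passed (smallest 0.0625, by this exact permutation test). Unpaired and adjusted over the 18 comparisons, the largest p of those that passed was 0.0496, for myoz1b with Igf-1 by the exact permutation test. The qPCR values are the paper's, relative to its reference genes. The paper also measured lncRNAs and pri-miRNAs by qPCR and reports concordance for them, and those values were not compared here. The paper does not say whether the sequenced cultures are among the 6.

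**Figure D5:**
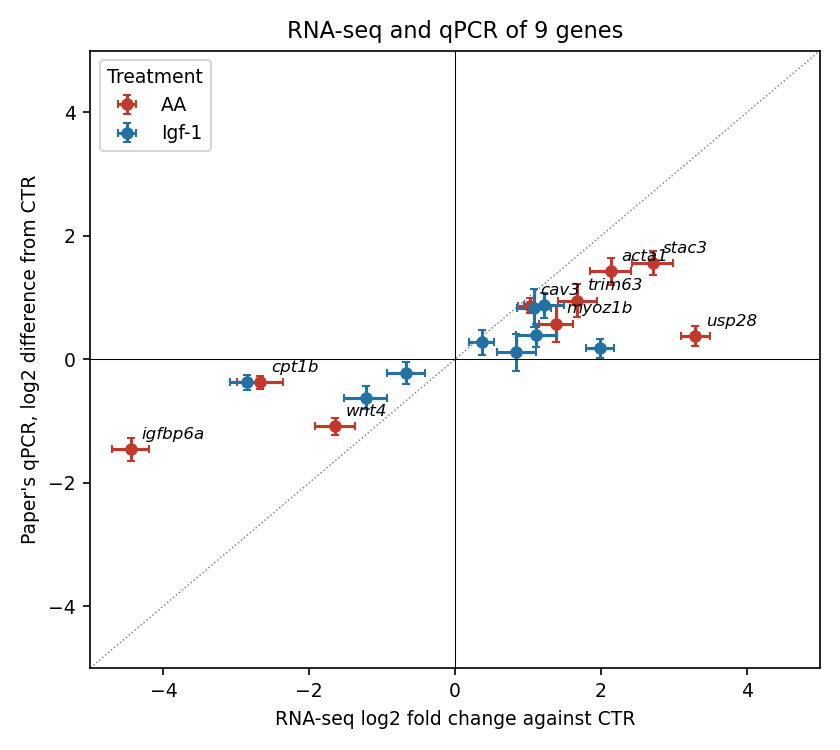
Log2 difference by qPCR (vertical) against the log2 fold change by RNA-seq (horizontal) for 9 genes with AA and with Igf-1, with standard errors and a dotted line of equality. All 18 points have the same sign in both.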

Transcript levels of genes, pri-miRNAs, and lncRNAs showed concordance between RNA-Seq and qPCR results, revealing similar expression patterns in both cases.

### 4.4. Statistics of RNA-Seq Data

Differences in transcription levels between treatments obtained from RNA-Seq data were biologically relevant when log2-fold change (log2FC) was ≤−1 and ≥1 and the corrected *p*-value (False Discovery Rate, FDR) was ≤0.05. In the case of miRNA-Seq data, only the FDR threshold was considered. For Gene Ontology analysis, differences between categories were compared against the zebrafish database and considered significant when FDR < 0.05. All graphs were generated using ggplot2 [115].

## 5. Conclusions

In summary, both AA and Igf-1 treatments induced the transcription of components related to myogenesis (proliferation and differentiation), sarcomere formation, and protein synthesis, but AA appeared to have a greater impact on the transcriptional response of genes and ncRNAs compared to Igf-1. Some of the miRNAs most regulated by the pro-growth signals were canonical myomiRs with known roles in myogenic mechanisms, such as *miR-1*, *miR-133a/b*, and *miR-206*, but also other miRNAs with more unknown functions in muscle, such as *miR-203a/b* or *miR-122*. In contrast, few lncRNAs responded to the treatments, with most of them showing very low expression, but interestingly, our study suggests that the lncRNAs act mainly as miRNAs sponges in response to AA and Igf-1. Furthermore, the results of the correlations and predicted interactions between mRNAs, miRNAs, and lncRNAs point out the importance and complexity of the network controlling muscle development and growth in response to pro-growth signals in gilthead sea bream fast muscle myoblasts. These results will serve as significant resources for future studies that further investigate the role of ncRNAs in the myogenesis processes of teleost.

## Figures and Tables

**Figure 1:**
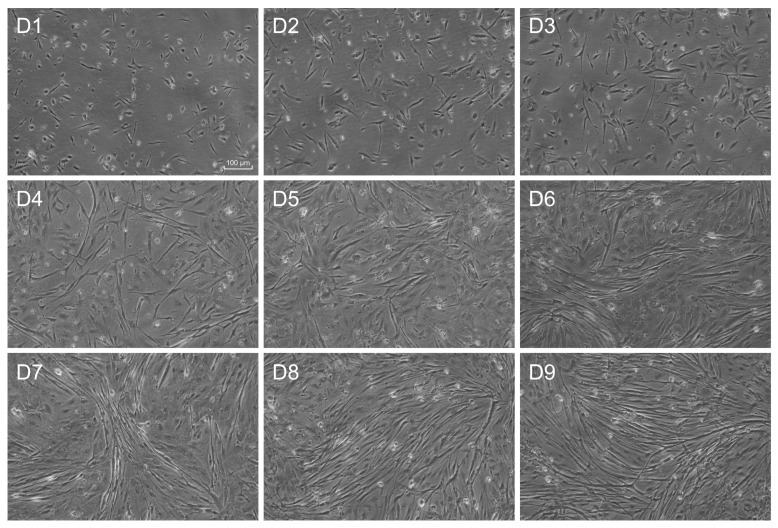
Representative bright-field images of muscle cells throughout the culture, from day 1 to day 9.

**Figure 2:**
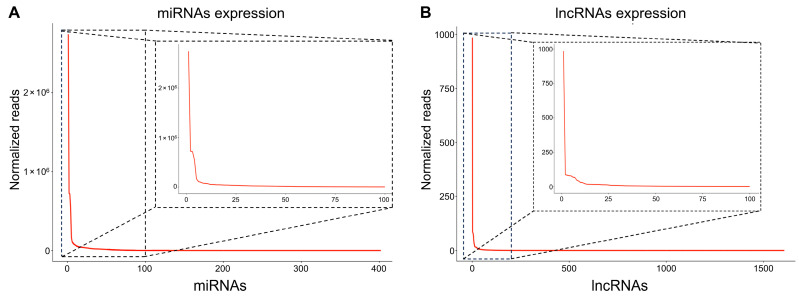
miRNAs (**A**) and lncRNAs (**B**) transcription levels identified in 8 days developed gilthead sea bream myoblasts. Transcription levels of lncRNAs are expressed as FPKM (fragments per kilobase of exon per million fragments mapped), while miRNAs are expressed as normalized reads. The insert represents the expression of the first 100 miRNAs and lncRNAs.

**Figure 3:**
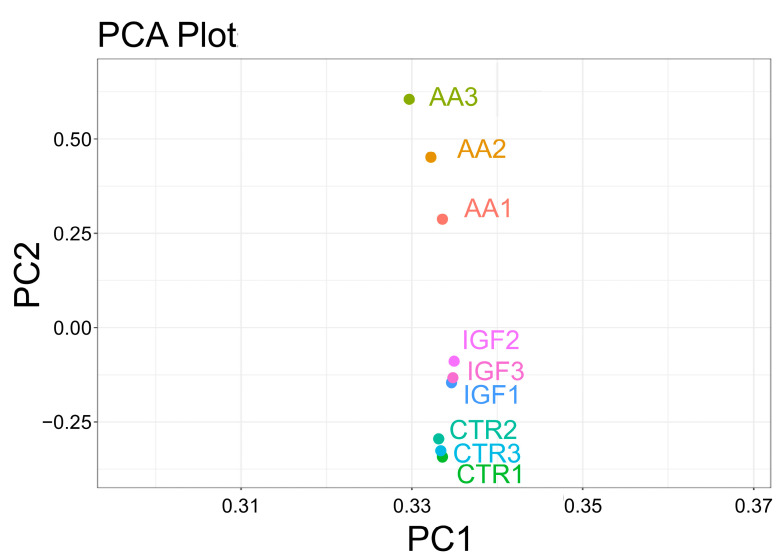
Principal component analysis (PCA) plot showing gene expression data grouped according to the CTR, AA, and Igf-1 treatments.

**Figure 4:**
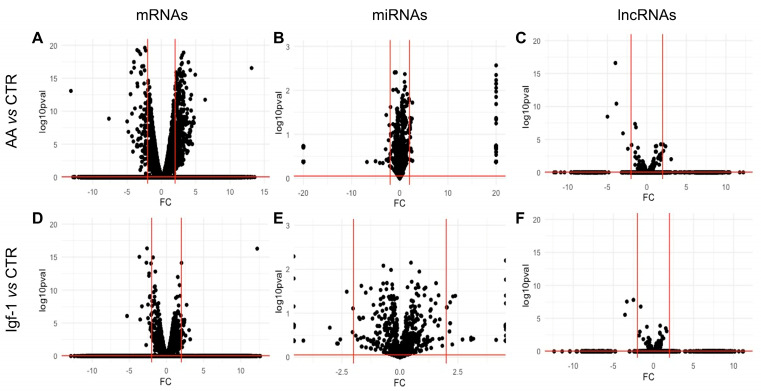
Volcano plots of differentially expressed mRNAs, lncRNAs, and miRNAs detected in gilthead sea bream myoblasts in response to the treatments. Volcano plots of transcription results of the AA vs. CTR group (**A**–**C**) and Igf-1 vs. CTR group (**D**–**F**) for mRNAs (**A**,**D**), miRNAs (**B**,**E**), and lncRNAs (**C**,**F**). Red vertical lines represent log2FC of 1 and −1. Red horizontal lines represent a *p*-value of 0.05.

**Figure 5:**
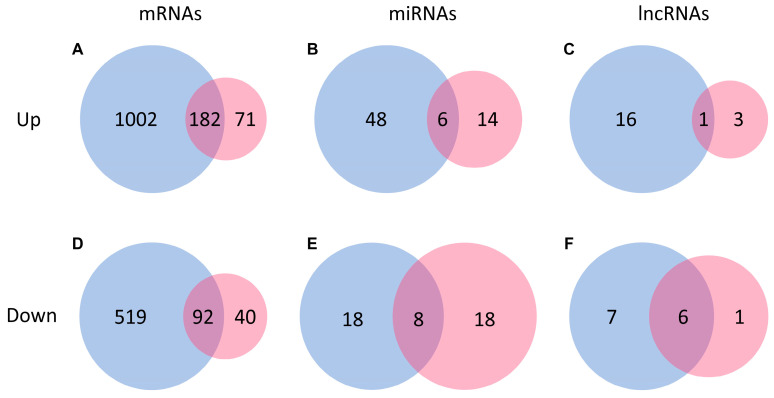
Venn diagrams of mRNAs, miRNAs, and lncRNAs significantly modified by AA and Igf-1. Venn diagrams showing the number of mRNAs, miRNAs, and lncRNAs upregulated (**A**–**C**) and downregulated (**D**–**F**) in response to the treatments. The numbers inside the blue bubbles and red bubbles represent the number of mRNAs (**A**,**D**), miRNAs (**B**,**E**), and lncRNAs (**C**,**F**) uniquely changed in response to AA and Igf-1, respectively. The number in the intersection of the two bubbles indicates the mRNAs, miRNAs, and lncRNAs that commonly changed in response to both treatments.

**Figure 6:**
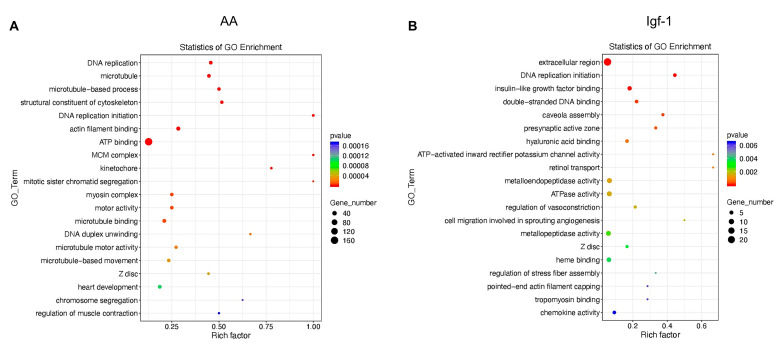
Global Gene Ontology (GO) enrichment analysis of the genes that significantly changed their transcription in response to AA (**A**) or Igf-1 (**B**). The size of the dots represents the number of genes present in each GO term, while the color indicates the *p*-value associated with each GO term identified. The name of the enriched GO term is indicated on the left side of the panel, whereas the GO Rich Factor (ratio of the number of differentially expressed genes in the pathway to the total number of genes in the pathway) is indicated in the lower part of each panel.

**Figure 7:**
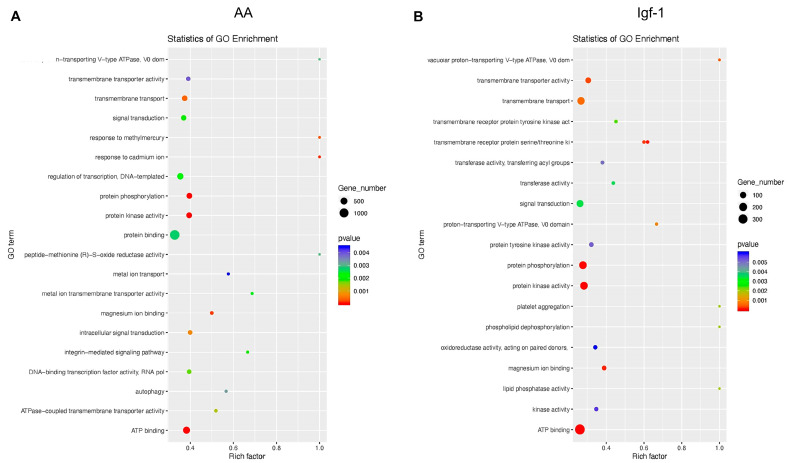
Global Gene Ontology (GO) enrichment analysis of the miRNAs that significantly changed their transcription in response to AA (**A**) or Igf-1 (**B**). The size of the dots represents the number of genes present in each GO term, while the color indicates the *p*-value associated with each GO term identified. The name of the enriched GO term is indicated on the left side of the panel, whereas the GO Rich Factor (ratio of the number of differentially expressed genes in the pathway to the total number of genes in the pathway) is indicated in the lower part of each panel.

**Table 1:** Gene Ontology analysis of the up and downregulated genes in response to AA and Igf-1.

AA vs. CTR				
		GO Term	Description	FDR
Upregulated	*Biological Process*	0007049	Cell cycle	5.87 × 10^−45^
		0006260	DNA replication	2.12 × 10^−19^
		0007010	Cytoskeleton organization	4.82 × 10^−08^
		0003012	Muscle system process	1.87 × 10^−07^
		0042692	Muscle cell differentiation	3.52 × 10^−05^
		0045214	Sarcomere organization	4.19 × 10^−07^
	*Molecular Function*	0008092	Cytoskeletal protein binding	1.61 × 10^−10^
		0003688	DNA replication origin binding	3.47 × 10^−07^
		0005515	Protein binding	8.75 × 10^−06^
		0005524	ATP binding	0.0074
		0016787	Hydrolase activity	0.026
	*Cellular Component*	0043232	Intracellular non-membrane-bounded organelle	2.53 × 10^−30^
		0043292	Contractile fiber	2.15 × 10^−18^
		0030017	Sarcomere	6.87 × 10^−17^
		0005654	Nucleoplasm	0.0279
Downregulated	*Biological Process*	0032870	Cellular response to hormone	0.0043
		0043473	Pigmentation	0.008
		0034219	Carbohydrate transmembrane transport	0.0215
	*Molecular Function*	0015293	Symporter activity	0.0088
		0008083	Growth factor activity	0.0430
		0005125	Cytokine activity	0.0430
		0005539	Glycosaminoglycan binding	0.0430
	*Cellular Component*	0005576	Extracellular region	0.0110
		0110165	Cellular anatomical entity	0.0110
		0031082	BLOC complex	0.0416
**Igf-1 vs. CTR**				
Upregulated	*Biological Process*	0042692	Muscle cell differentiation	0.0026
		0055001	Muscle cell development	0.0120
		0061061	Muscle structure development	0.0120
		0009987	Cellular process	0.0120
	*Cellular component*	0030016	Myofibril	0.00029
		0030017	Sarcomere	0.00029
		0099512	Supramolecular fiber	0.00029
		0015629	Actin cytoskeleton	0.0074
Downregulated	*Molecular Function*	0005539	Glycosaminoglycan binding	0.0250
	*Cellular Component*	0005576	Extracellular region	0.0003

FDR: False discovery rate.

**Table 2:** Gene Ontology enrichment analysis of the up and downregulated genes that were predicted to correlate and interact with miRNAs.

		GO Term	Description	FDR
AA vs. CTR				
Upregulated	*Biological Process*	0009888	Tissue development	0.034
		0030163	Protein catabolic process	0.034
		0097435	Actin cytoskeleton organization	0.034
		0006260	DNA replication	0.034
	*Molecular Function*	0004298	Threonine-type endopeptidase activity	0.001
	*Cellular Component*	0005622	Intracellular	0.0007
		0032991	Protein-containing complex	0.0086
Downregulated	*Biological Process*	0043473	Pigmentation	0.0002
		0019262	N-acetylneuraminate catabolic process	0.026
	*Molecular Function*	0016798	Hydrolase activity, acting on glycosyl bonds	0.031
		0005520	Insulin-like growth factor binding	0.041
	*Cellular Component*	0110165	Cellular anatomical entity	0.010
		0012505	Endomembrane system	0.039
		0005773	Vacuole	0.000
**Igf-1 vs. CTR**				
Upregulated	*Biological Process*	0048731	System development	0.045
		0006259	DNA metabolic process	0.045
		0055001	Muscle cell development	0.008
	*Cellular Component*	0005856	Cytoskeleton	0.019
		0030017	Sarcomere	0.000
Downregulated	*Cellular Component*	0005576	Extracellular regions	0.000

FDR: False discovery rate.

**Table 3:** Potential lncRNAs acting as miRNAs sponges. Predicted interactions between lncRNAs and miRNAs significantly modified in response to AA and Igf-1.

lncRNAs ID	miRNAs	Correlation Index	Energy (ndG)
*ENSSAUG00010001802*	*miR-27a*; *miR-29d*; *miR-29b*	−0.88; −0.86; −0.87	−29.1; −26.2; −27.1
*ENSSAUG00010017848*	*miR-122*; *miR-92a*; *miR-29a*; *miR-29d*; *miR-29b*; *miR-203a*; *miR-25*; *miR-31*	−0.88; −0.80; −0.86; −0.92; −0.84; −0.91; −0.84; −0.81	−26.7; −32.5; −32.2; −32.2; −26.6; −28.1; −27.7; −28.6
*ENSSAUG00010024948*	*miR-122*; *miR-92a*; *miR-10c*; *miR-10d*; *miR-27a*; *miR-29b*; *miR-31*	−0.92; −0.89; −0.87; −0.87; −0.82; −0.90; −0.93	−26.0; −27.6; −25.5; −25.5; −30.6; −32.3; −26.0
*ENSSAUG00010012228*	*miR-338*; *miR-133a*; *miR-133b*; *miR-206*; *miR-17a*; *miR-125a*; *miR-106*; *mir-217*	−0.80; −0.92; −0.91; −0.87; −0.80; −0.82; −0.90; −0.91	−27.1; −26.1; −26.1; −28.6; −27.8; −28.6; −28.1; −29.0
*ENSSAUG00010000237*	*miR-125b*	−0.83	−28.5
*ENSSAUG00010012182*	*miR-7a*; *miR-338*; *miR-133a*; *miR-133b*; *miR-206*; *miR-106*; *miR-17a*; *miR-125a*	−0.93; −0.80; −0.92; −0.91; −0.87; −0.90; −0.80; −0.82	−29.0; −27.1; −26.1; −26.1; −28.6; −28.6; −27.8; −28.6
*ENSSAUG00010012549*	*miR-17a*	−0.80	−26.5
*ENSSAUG00010015941*	*miR-206*; *miR-17a*; *miR-125b*; *mir-145*; *miR-454*	−0.86; −0.83; −0.84; −0.83; −0.86	−26.4; −30.2; −30.2; −25.6; −29.7
*ENSSAUG00010016074*	*miR-15a*; *miR-19b*; *miR-217*; *miR-34*	−0.89; −0.81; −0.85; −0.81	−27; −25.3; −27.6; −27.5
*ENSSAUG00010016143*	*miR-133a*	−0.82	−25.1
*ENSSAUG00010017089*	*miR-206*; *miR-106*; *miR-128*; *miR-17a*	−0.95; −0.82; −0.88; −0.91	−28.6; −26.8; −30.7; −27.8
*ENSSAUG00010016280*	*miR-122*; *miR-92a*; *miR-25*	−0.86; −0.81; −0.80	−29.6; −27.8; −25.1
*ENSSAUG00010002983*	*miR-15a*	−0.90	−31.2
*ENSSAUG00010008657*	*miR-338*; *miR-15a*; *miR-34*; *miR-7147*	−0.88; −0.85; −0.88; −0.90	−33.3; −29.4; −25.6; −25.8
*ENSSAUG00010022074*	*miR-128*; *miR-365*; *miR-454*; *miR-19a*; *miR-15a*; *miR-34*; *miR-7147*	−0.83; −0.83; −0.82; −0.82; −0.80; −0.83; −0.86	−31.3; −29.7; −25.9; −27.5; −32.9; −28.6; −27.2
*ENSSAUG00010013187*	*miR-30e*; *miR-29a*; *miR-29d*; *miR-22b*; *miR-30a*	−0.91; −0.90; −0.83; −0.80; −0.90	−26.8; −28.8; −28.8; −28.3; −29.5
*ENSSAUG00010013622*	*miR-30e*; *miR-29d*; *miR-8160ba*; *miR-30a*	−0.85; −0.84; −0.90; −0.82	−27.0; −27.3; −25.2; −26.5;
*ENSSAUG00010015504*	*miR-27d*; *miR-30a*	−0.85; −0.81	−29.1; −30.1
*ENSSAUG00010016109*	*miR-30e*; *miR-25*; *miR-27d*; *miR-27a*	−0.81; −0.82; −0.84; −0.85	−31.7; −25.8; −25.5; −26.0
*ENSSAUG00010001416*	*miR-29b*	−0.83	−25.2
*ENSSAUG00010017066*	*let-7g*	−0.81	−28.0
*ENSSAUG00010002786*	*miR-10926*; *miR-29d*; *miR-8160ba*	−0.80; −0.83; −0.97	−28.1; −28.7; −26.3
*ENSSAUG00010004711*	*miR-8160ba*	−0.89	−27.1
*ENSSAUG00010026349*	*miR-10926*; *miR-22b*; *miR-29a*; *miR-29d*; *miR-551*; *miR-8160ba*	−0.81; −0.82; −0.82; −0.82; −0.81; −0.82	−29.4; −27; −26.2; −26.2; −25.6; −25.6
*ENSSAUG00010009596*	*miR-128*; *mir-365*; *miR-7550*	−0.95; −0.90; −0.83	−27.7; −27.3; −25.5
*ENSSAUG00010015789*	*miR-128*; *miR-365*; *miR-125b*	−0.89; −0.82; −0.81	−28.9; −32.7; −25.2
*ENSSAUG00010020704*	*miR-128*; *miR-365*; *miR-26b*; *miR-454*; *miR-19a*; *miR-15a*; *miR-34*; *miR-7147*	−0.83; −0.83; −0.86; −0.82; −0.82; −0.80; −0.83; −0.85	−31.3; −29.2; −26.3; −25.9; −27.5; −32.9; −28.6; −27.2
*ENSSAUG00010010920*	*miR-139*; *miR-27d*; *miR-8160ba*	−0.81; −0.85; −0.83	−28.5; −26.1; −25.9
*ENSSAUG00010003663*	*miR-15a*; *miR-301b*; *miR-33b*; *miR-34*; *miR-7147*	−0.91; −0.81; −0.81; −0.84; −0.85	−29.1; −25.3; −26.1; −33.2; −28.1
*ENSSAUG00010016209*	*miR-27a*; *miR-122*; *miR-92a*	−0.85; −0.86; −0.81	−26.0; −29.6; −27.8

The predicted interactions between lncRNAs and miRNAs shown are based on transcriptional correlations and bioinformatics analysis. Interactions with Pearson correlations lower than −0.80 and with predicted interaction energies lower than −25.0 kcal/mol are shown.

## Data Availability

The data presented in this study are available in the current article and its corresponding Supplementary material. The raw and processed data of transcriptome and microRNAome analyses have been deposited on the Gene Expression Omnibus (GEO) DataSets, under the accession number GSE246665.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25073894/s1.

# Supplementary material for: Exploring the Integrated Role of miRNAs and lncRNAs in Regulating the Transcriptional Response to Amino Acids and Insulin-like Growth Factor 1 in Gilthead Sea Bream (Sparus aurata) Myoblasts
**Source:** Int J Mol Sci. 2024 Mar 31;25(7):3894. doi: 10.3390/ijms25073894
**Supplement:** Supplementary file 1

Table S1. Predicted interactions between lncRNAs and mRNAs significantly modified in response to treatments.

lncRNAs ID	Genes	Correlation Index	Energy -ndG (kcal/mol)
ENSSAUG00010016143	<i>acta1; rbm24b</i>	-0.86; -0.90	-0.10; -0.14
ENSSAUG00010015941	<i>h2az1</i>	-0.96	-0.10
ENSSAUG00010017089	<i>acta1; pin1; tcima</i>	-0.88; -0.81; -0.95	-0.11-0.10; -0.10
ENSSAUG00010012182	<i>acta1; psmb3; tcima; tnni2</i>	-0.88; -0.91; -0.86; -0.90	-0.15; -0.13; -0.10; -0.12;
ENSSAUG00010013622	<i>nupr1a; rgcc</i>	-0.88; -0.93	-0.11; -0.12
ENSSAUG00010015504	<i>nupr1a</i>	-0.92	-0.12
ENSSAUG00010016109	<i>nupr1a</i>	-0.85	-0.12
ENSSAUG00010017848	<i>igfbp6a</i>	-0.85	-0.14

The predicted interactions between lncRNAs and mRNAs shown are based on transcriptional correlations and bioinformatics analysis. Interactions with Pearson correlations lower than -0.80 and with predicted interaction energies lower than -0.10 kcal/mol are shown.

How the deposited data were processed for this re-analysis (not part of the article)

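Messenger and long non-coding RNA of gilthead sea bream myoblasts was measured in 9 libraries, 3 each of cells without amino acids (CTR), with amino acids (AA) and with Igf-1. The paper names 3 independent cell cultures, and neither it nor the labels say which library came from which, so the libraries were taken as independent. The libraries were made with a stranded poly(A) kit and sequenced as paired-end reads, and how the authors used the strand in counting is not stated. The authors removed adapters and low-quality reads, mapped reads with HISAT2 2.2.1 to the Ensembl genome of the species, whose build the paper does not name, and estimated expression with StringTie 2.2.0. The authors label the deposited table of counts as normalized, but its columns are not scaled to library size. Its values peak at 4, 8 and 12, from which it was taken here, without a statement of the authors, to hold an estimated count per gene derived from coverage, with about 4 counts for 1 sequenced pair. The comparisons had been planned for plain counts, and the deposited estimated counts were rounded and used in their place. The deposited FPKM tables hold the authors' FPKM, with 0.0001 in place of 0, the ratio of the group mean FPKM and its log2 as fold changes, and p-values and adjusted p-values whose test the authors do not name; the lncRNA table has a single p per lncRNA and no fold change. The authors' p-values entered no result and are used for comparison alone. The files used here hold no miRNA libraries; the paper states that processed miRNA data were deposited as well.

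Of 27159 genes in the table, 17082 carry a symbol. That is 1395 more than there are different symbols, so genes are given with their identifier. Genes with too few counts were removed with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 17687 genes, 401 of them lncRNAs. Libraries were scaled with TMM (factors 0.791 to 1.21), and the 3 groups were fitted together with the quasi-likelihood test of edgeR (common dispersion 0.115, prior degrees of freedom 4.30). A standard error is the size of the log2 fold change divided by the square root of the F statistic. A normalized count is the count divided by the effective library size and multiplied by the mean effective library size. Adjusted p-values are by Benjamini and Hochberg over all genes tested in a comparison. A gene passed at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. For a gene at 0 in all libraries of a group, a lower bound of the fold was computed with 12 counts over that group.

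The genes named were set by a rule: every gene or lncRNA that the paper names in its text, in Table S1 or among its qPCR genes; per comparison with CTR, the 8 largest rises and 8 largest falls among genes that passed, carry a symbol, have a mean normalized count of at least 50 in the higher group and have all treated libraries on one side of CTR; and per list and comparison, the 3 members with the smallest adjusted p. Values of some of these genes in the paper's supplements had been seen by then. Outside the rule, the lncRNAs ENSSAUG00010002982, ENSSAUG00010012964, ENSSAUG00010015505 and ENSSAUG00010015571 were chosen after their values were seen.

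Lists of genes were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over 33 lists and both comparisons with CTR, and again with a correlation estimated per list and with fry. The lists cover cell division, the sarcomere, excitation-contraction coupling, regulators of myogenesis, the amino acid response, tRNA synthetases, ribosomal proteins, ribosome biogenesis, the proteasome, ubiquitin ligases and autophagy, the lysosome, the Igf system, growth factors, the Tgf-beta pathway, the extracellular matrix, caveolae, markers of endothelium, leukocytes, adipocytes, fibroblasts, pigment cells and neural cells, transporters of sugars and amino acids, synthesis of cholesterol and fatty acids, fatty acid oxidation, glycolysis, oxidative phosphorylation, p53 targets, heat shock and the interferon response. The list tests between AA and Igf-1 were added after the data were examined. Levels of lncRNAs are the authors' FPKM. Pairs of lncRNAs and other genes were counted with Pearson's correlation of normalized counts below −0.8. The qPCR values are the paper's, 6 per group from 6 cultures, and were compared with an exact permutation test. The paper took the 3 conditions from each culture, and the supplement numbers the values 1 to 6 in each, so they were also compared as pairs, with the signs of the 6 differences exchanged in an exact permutation test.

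The alternatives tried were size factors of the median-ratio kind (RLE), DESeq2 1.42.0, no filter, a fit of only the groups compared, the replicate number as a block, each library left out in turn, no fold threshold, FPKM for lncRNAs, Spearman's correlation, log2 values and a stricter correlation for pairs, and, chosen after the data were seen, counts divided by 4, both CTR replicate 3 and AA replicate 2 left out, unadjusted p-values, FPKM for the pairs of Table S1, qPCR values paired by culture, and lists with an estimated correlation adjusted over 1 comparison alone. The pseudocount alternatives for mRNA were set for normalized values and were not run on counts. On data simulated from these libraries with known changes, edgeR recovered 44 of 100 genes changed by 1.5 on the log2 scale and 82 of 100 changed by 3 with AA, and 57 and 83 with Igf-1, with 5 and 8 false calls; DESeq2 recovered 56 and 88, and 70 and 86, with 44 and 43 false calls. Between replicates of a group, the chi-square per gene was 24.7 to 273, so the spread exceeds that of counting alone. Numbers and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene Ontology terms were not tested again, and the predicted interactions of lncRNAs and the miRNA results were left out, since the deposited files used here do not hold their input and the miRNA levels in the paper's supplements were not analysed.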

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

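The tests of leukocytes, adipocytes and pigment cells, the leaving out of both CTR replicate 3 and AA replicate 2, and the list tests between AA and Igf-1 were chosen after the result was seen.

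The 765 genes that passed between AA and Igf-1 stand in a comparison the paper's text gives no count for. The highest number in the other splits of these samples was 1 gene, and the 10 splits are too few for a share under 0.05 (1 of 10, the real one, gave as many).

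CTR replicate 3 and AA replicate 2 lay apart from the other libraries of their groups, with genes of ribosomal proteins, oxidative phosphorylation and the proteasome above the mean of the group in both. Within AA, replicate 3 lay furthest from the mean in these lists, below it, at −0.591, −0.535 and −0.367. Of CTR replicate 3 and AA replicate 2, 0 had a total count outside the range of the other 7. The totals are not numbers of reads, so this does not exclude sequencing depth. CTR replicate 3 and AA replicate 2 had the fewest genes with a count, 17649 and 18478, and the lowest TMM factors, 0.791 and 0.929. A bias by transcript length cannot be told apart from other causes. The rank correlation between length and deviation had the same sign in both libraries, −0.283 in CTR replicate 3 and −0.316 in AA replicate 2. In AA replicate 3 it was 0.347. Deviations within a group balance around its mean, so the opposite sign in AA replicate 3 is no evidence against length. Length was taken here from the ratio of counts to FPKM in the AA and Igf-1 libraries. Cells of another type cannot be told apart either: leukocyte markers deviated by 0.329 in CTR replicate 3 and neural markers by −0.459 in AA replicate 2, while the largest deviation that both libraries shared over 6 marker lists was 0.145, for pigment cells. A difference between the 3 independent cell cultures that the paper names stays open as untested, since neither the paper nor the labels say which library came from which culture.

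Genes of cholesterol synthesis differed between AA and Igf-1, with a median difference of 1.04 (16 of 27 higher with AA, 19 over the list alone; adjusted p = 0.048 with an estimated correlation); the medians against CTR were 0.56 with AA and −0.68 with Igf-1. The 2 libraries that lie apart do not carry this, as the median with AA was 0.563 without them. Adipocyte markers did not rise with AA as a set (median −0.103, SD 0.619), which argues against adipocytes among the cells as the whole cause. With that spread over the markers it does not exclude them. The other components of the media cannot be told apart from amino acids and Igf-1, since 0 of the treated groups shared both base medium and carrier protein with CTR. An effect of AA and Igf-1 themselves stays open as a hypothesis.

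Lysosome genes, which the paper's text does not discuss as a group, although its Table 2 lists the vacuole among lowered terms, were lower with AA than in CTR, with a median of −0.73 (34 of 62 lower, 43 over the list alone; adjusted p = 3.4e-17; adjusted p = 0.081 with an estimated correlation). Without CTR replicate 3 and AA replicate 2 the median was −0.674, so these libraries are excluded as the cause. Leukocyte markers did not fall with AA as a set (median 0.129, SD 0.802), which argues against fewer leukocytes as the whole cause. With that spread over the markers it does not exclude them. Fewer pigment cells cannot be told apart: the 11 genes of pigment synthesis had a median of −0.854 with a spread (SD 2.38) that exceeds it, and 0 genes are shared between the lysosome and pigment lists. An effect of amino acids on lysosomes, which the design includes, stays open as untested.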

How the results depend on the processing

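Counts divided by 4, both libraries left out together and unadjusted p-values were chosen after the data were seen. The 1525 genes changed by AA numbered 1233 to 1858 in the other alternatives, except 2688 at the adjusted p alone and 2110 at an unadjusted p. The 46 genes changed by Igf-1 became 219 with DESeq2, 21 with only the groups compared in the fit, 0 with the replicate block, 113 without CTR replicate 3 and AA replicate 2 and 502 at an unadjusted p, and the 44 changed by both became 187, 21, 0, 104 and 361 in the same order; DESeq2 kept 45 of the 46 and the fit without both libraries 43. The replicate block takes libraries of the same number as paired, which neither the paper nor the labels state. The correlation of deviations was −0.390 to 0.218 in the 9 pairs of the same number and over 0.1 in 4 of them, and 2 of 9 libraries correlated best with one of their own number, a hint from the data that leaves open whether a number marks a shared culture. Between AA and Igf-1, 765 genes became 1480 at the adjusted p alone and 1262 at an unadjusted p. For lncRNAs with AA, 29 became 17 with the block, 48 at an unadjusted p, 11 with FPKM and a pseudocount of 1 and 8 with FPKM and no filter. For lncRNAs with Igf-1, 1 became 5 with DESeq2, 0 with the groups compared alone and with the block, 2 with counts divided by 4, 3 without both libraries, 19 at an unadjusted p, and 5, 2 and 0 with FPKM at a pseudocount of 0.1, at 1 and with no filter. Lists are counted here as tests, 66 in all, since each of 33 lists was tested with AA and with Igf-1. Of these tests 33 passed, and 6 did with an estimated correlation. Adjusted over the lists of each comparison alone, chosen after the data were seen, those 6 became 4 for AA and 0 for Igf-1. With fry 22 passed, and 32 to 37 did in the other alternatives with all or all but 2 libraries. Pairing the qPCR values by culture changed the calls named at the qPCR result and no other. Pairs below −0.9 numbered 1904, against 7088 below −0.8. Leaving out each library in turn gave 1286 to 1566 genes for AA, 1 to 58 for Igf-1, 1 to 55 for both, 437 to 881 between AA and Igf-1, 16 to 27 lncRNAs for AA, 0 to 3 for Igf-1, 32 to 38 lists, 120 to 150 named genes (158 with all libraries), 6464 to 8518 pairs, 107 to 116 lncRNAs over 1 FPKM, 836 to 859 over 0.001 FPKM, 24 to 28 over 10 FPKM and a ratio of distances of 1.36 to 1.61. The lowest number for Igf-1 was without CTR replicate 2. The median of ribosomal protein genes with AA, −0.30, was 0.0705 without CTR replicate 3, −0.0614 without AA replicate 3 and −0.485 without CTR replicate 2. In the first 2 the list lost its call (camera, adjusted p = 0.62 and 0.84) with camera's direction turned to higher, while the median changed sign in the first alone. Apart from the settings with fewer libraries, where fewer samples enter the test, the cause was not tested. Of 1489 lncRNAs, 401 had enough counts at this depth to be tested and 614 were at 0 in every library, where no expression and too little depth were not told apart.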

Differences from the paper's values

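The list of settings below was fixed before the data were examined, apart from unadjusted p-values, the FPKM of Table S1 and the pairing of qPCR values, which were chosen after seeing the values. For Igf-1 against CTR, 25 genes were higher and 21 lower at the thresholds of the paper's Methods. The paper gives 253 and 132, which lie near the authors' deposited numbers at an unadjusted p, given below. For genes changed by both AA and Igf-1, 23 were higher and 21 lower, and the paper's numbers are 182 and 92. For lncRNAs with Igf-1, 0 were higher and 1 lower in edgeR's test (8 and 11 at an unadjusted p of 0.05, 1 and 4 by DESeq2), and the paper's numbers are 4 and 7. Of 15 settings, none came within 1.5 times the paper's number for genes higher or lower with Igf-1 or higher with both, and 1 did for genes lower with both, DESeq2 with 68. Of 18 settings for lncRNAs with Igf-1, none did. The unadjusted p, chosen after seeing the values, gave 345 and 157 genes for Igf-1 and 260 and 101 for both.

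The authors' deposited tables hold 1793 genes for AA and 387 for Igf-1, with 252 higher and 135 lower in the latter, and their largest p is 0.0500 and 0.0496. At the authors' adjusted p of at most 0.05, 1425 and 156 of them remain, while 368 and 231 exceed it. The numbers of genes in the paper thus lie near those at an unadjusted p, and not at the adjusted p that its Methods state. Of the genes that passed here, 1316 of 1525 for AA and 45 of 46 for Igf-1 are in those tables. The authors' lncRNA table holds a single p per lncRNA beside the libraries of all 3 groups, which is not a p of AA or Igf-1 against CTR. The ratio of mean FPKM was computed here. Where it reaches the fold threshold and that p is at most 0.05, 17 lncRNAs are higher and 13 lower for AA. For Igf-1, 4 are higher and 7 lower. These are the numbers that the paper gives. At the adjusted value there are 11 and 10 for AA, and 1 and 6 for Igf-1. The lowest log2 ratio there, −12.38, is that of ENSSAUG00010014899, with 1.60 FPKM in CTR replicate 1 and listed at 0 in CTR replicates 2 and 3 and in all Igf-1 libraries; its adjusted p in edgeR's test was 0.37.

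The paper states that myoz1b, stac3 and tnnt2c rose with Igf-1, and they did not pass here. DESeq2 called each of them, with an adjusted p of 0.0021 for myoz1b (up to 0.38 in the other settings), 0.0032 for stac3 (up to 0.40) and 4.2e-04 for tnnt2c (up to 0.34). By the paper's qPCR, stac3 was higher with Igf-1 by 0.87 and myoz1b by 0.83 on the log2 scale (exact permutation test, p = 0.00433 and 0.0303; 0.031 and 0.0625 with the values paired by culture, chosen after seeing the values), and tnnt2c was not measured. The fit without CTR replicate 3 and AA replicate 2, chosen after seeing the values, gave an adjusted p under 0.05 for all 3, with stac3 below the fold threshold at 0.94. The gene tnnt2c also passed with no filter (adjusted p = 0.048) and without CTR replicate 3 (0.018). DESeq2 called cav2 with Igf-1 as well (adjusted p = 0.019, up to 0.66 in the other settings), and no setting called igfbp2a. The paper states that myod1 and tgfb1a did not change significantly, and with AA their adjusted p was 0.0069 and 0.037, with fold changes below the threshold. For myod1 it stayed under 0.05 in every fit, while for tgfb1a it exceeded 0.05 in 8 of the 9 fits that left out 1 library, with RLE size factors (0.052), with no filter (0.057), with only the groups compared in the fit (0.10) and with the replicate block (0.057). It states that replicates of CTR and Igf-1 lie closer to each other than those of AA, and here the mean distance was 1.03 in CTR, 0.772 in Igf-1 and 0.966 in AA. Without CTR replicate 3 it was 0.791 in CTR and 0.972 in AA, the order that the paper gives, and without AA replicate 1 it was 1.04 and 1.09. Of the 15 pairs of Table S1, 9 had a correlation below −0.8, 13 on the log2 scale, and 15 with the deposited FPKM, chosen after seeing the values, which drops 0 of the paper's pairs.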

Other observations

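The list tests between AA and Igf-1 and the leaving out of both CTR replicate 3 and AA replicate 2 were chosen after the result was seen.

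Proteasome genes, close to the terms of protein catabolism and threonine-type endopeptidase activity in the paper's Table 2, had a median log2 fold change of 0.78 with AA (20 of 39 higher, 28 when adjusted over the list alone; camera, adjusted p = 5.3e-12; adjusted p = 0.38 with an estimated correlation). Examples are psma2 and psmd7, subunits of the particle that degrades proteins. The genes of pigment cells and melanosomes, for which the paper's Tables 1 and 2 list pigmentation, and Table 1 the BLOC complex, as lowered with AA, had a median of −0.85 with AA (16 of 35 lower and 1 higher, 19 and 1 over the list alone; camera, adjusted p = 2.0e-10; adjusted p = 0.049 with an estimated correlation), and RAB32, hps1 and TYR were among the lower members.

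Genes of fatty acid synthesis stood higher with AA (median 0.60, 3 of 10 higher, 6 over the list alone; camera, adjusted p = 0.027; adjusted p = 0.45 with an estimated correlation) and lower with Igf-1 (median −0.27; adjusted p = 0.0028; adjusted p = 0.38 with an estimated correlation). ACLY (ENSSAUG00010021668), which makes acetyl-CoA for lipids, had a log2 fold change of 1.55 with AA (adjusted p = 0.0015) and −1.06 with Igf-1 (adjusted p = 0.097). In cholesterol synthesis, mvda had 1.44 with AA and −0.70 with Igf-1, and the adjusted p of lists with Igf-1 was 4.5e-19 (0.058 with an estimated correlation; 0 of 27 passed one by one, 14 lower over the list alone, 17 lower at an unadjusted p of 0.05 and 11 by DESeq2). Genes of fatty acid oxidation were lower with both (medians −0.14 and −0.27; adjusted p = 0.018 and 3.7e-04; 0.42 and 0.26 with an estimated correlation; medians −0.05 and −0.12 without CTR replicate 3 and AA replicate 2), and cpt1b fell by 2.67 on the log2 scale with AA. Lower with AA were also ubiquitin ligases and autophagy (median −0.33, 11 of 49 lower and 3 higher, adjusted p = 0.033; 0.26 with an estimated correlation) and p53 targets (−0.44, 7 of 20 lower, 0.014; 0.14). For ribosomal proteins camera gave an adjusted p of 0.037 with a median of −0.30, but 0 of 79 genes were lower and 1 was higher, and the list did not pass with an estimated correlation (0.86), with fry (0.60), with the replicate block (0.063) or without CTR replicate 3 and AA replicate 2 (0.18).

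With Igf-1, lists also passed for the Atf4 targets (median −0.23, adjusted p = 3.7e-06; 0.26 with an estimated correlation), ribosome biogenesis (−0.22, 8.0e-05; 0.46), amino acid transporters (−0.32, 6.1e-04; 0.27), the Igf system (−0.25, 0.0029; 0.38), growth factors (−0.05, 0.0031; 0.28), the lysosome (−0.13, 0.0061; 0.44) and the interferon response (0.31, 0.030; 0.42). Without CTR replicate 3 and AA replicate 2, ribosome biogenesis (median −0.08, adjusted p = 0.093) and the lysosome (−0.05, 0.21) no longer passed with Igf-1, and the medians of the Igf system and growth factors were −0.54 and −0.11. With AA, the adjusted p was 0.078 for the Atf4 targets, 0.077 for tRNA synthetases, 0.35 for ribosome biogenesis, 0.069 for the Igf system, 0.97 for the extracellular matrix, 0.61 for endothelial, 0.63 for leukocyte, 0.76 for adipocyte, 0.76 for fibroblast and 0.11 for neural markers, 0.11 for glycolysis, 0.19 for oxidative phosphorylation, 0.49 for heat shock and 0.62 for the interferon response. With Igf-1 it was 0.15 for tRNA synthetases, 0.19 for ribosomal proteins, 0.83 for the proteasome, 0.76 for ubiquitin ligases and autophagy, 0.16 for the Tgf-beta pathway, 0.70 for the extracellular matrix, 0.28 for caveolae, 0.13 for endothelial, 0.49 for leukocyte, 0.22 for adipocyte, 0.73 for fibroblast and 0.067 for neural markers, 0.31 for pigment cells, 0.087 for sugar transporters, 0.48 for glycolysis, 0.11 for oxidative phosphorylation, 0.071 for p53 targets and 0.19 for heat shock. Without CTR replicate 3 and AA replicate 2, 5 of these lists passed with Igf-1: ribosomal proteins (median 0.23, adjusted p = 1.4e-04, against −0.11 with all libraries), the proteasome (0.20, 9.9e-05, against −0.02) and oxidative phosphorylation (0.22, 4.2e-04, against −0.07) were higher, with the sign of the median turned, and the Tgf-beta pathway (−0.25, 0.013) and sugar transporters (−0.13, 0.021) were lower; the Igf system passed with AA (−0.15, 0.021). The 3 lists that turned lay above the CTR mean in CTR replicate 3, by 0.57, 0.44 and 0.51 in the same order. AA replicate 2 belongs to neither group of the comparison of Igf-1 with CTR.

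Other splits of the samples were fitted in the same way. With 10 splits per comparison, too few for a share under 0.05, the real split gave 1525 genes for AA and the highest other 1, 29 lncRNAs and 0, 46 genes for Igf-1 and 0, and 1 lncRNA for Igf-1 and 0 (1 of 10 splits as large in each). For lists, the real split gave 18 for AA and the highest other 20 (2 of 10), 15 for Igf-1 and 14 (1 of 10), and 13 between AA and Igf-1 and 17 (4 of 10). With an estimated correlation, adjusted over the lists of 1 comparison, the real splits gave 4, 0 and 3 lists and the other splits 0. For genes changed by both, 2 of 100 drawn regroupings of the 9 libraries gave as many as the real 44. A share that low does not settle whether chance can be excluded here, because 95 of the regroupings part the AA libraries, which puts the effect of AA into the spread within groups and left at most 1 shared gene, and only 5 keep them together. The highest other, 662, takes the 3 AA libraries as the control, so that the effect of AA enters both comparisons and a large overlap follows.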
